# Single-cell transcriptome and cell-specific network analysis reveal the reparative effect of neurotrophin-4 in preantral follicles grown in vitro

**DOI:** 10.1186/s12958-021-00818-w

**Published:** 2021-09-04

**Authors:** Yingchun Guo, Peigen Chen, Tingting Li, Lei Jia, Yi Zhou, Jiana Huang, Xiaoyan Liang, Chuanchuan Zhou, Cong Fang

**Keywords:** In-vitro-grow, Preantral follicle, Single-cell transcriptome, NT-4, Fertility preservation

## Abstract

**Background:**

In-vitro-grow (IVG) of preantral follicles is essential for female fertility preservation, while practical approach for improvement is far from being explored. Studies have indicated that neurotrophin-4 (NT-4) is preferentially expressed in human preantral follicles and may be crucial to preantral follicle growth.

**Methods:**

We observed the location and expression of Tropomyosin-related kinase B (TRKB) in human and mouse ovaries with immunofluorescence and Western blot, and the relation between oocyte maturation and NT-4 level in follicular fluid (FF). Mice model was applied to investigate the effect of NT-4 on preantral follicle IVG. Single-cell RNA sequencing of oocyte combined with cell-specific network analysis was conducted to uncover the underlying mechanism of effect.

**Results:**

We reported the dynamic location of TRKB in human and mouse ovaries, and a positive relationship between human oocyte maturation and NT-4 level in FF. Improving effect of NT-4 was observed on mice preantral follicle IVG, including follicle development and oocyte maturation. Transcriptome analysis showed that the reparative effect of NT-4 on oocyte maturation might be mediated by regulation of PI3K-Akt signaling and subsequent organization of F-actin. Suppression of advanced stimulated complement system in granulosa cells might contribute to the improvement. Cell-specific network analysis revealed NT-4 may recover the inflammation damage induced by abnormal lipid metabolism in IVG.

**Conclusions:**

Our data suggest that NT-4 is involved in ovarian physiology and may improve the efficiency of preantral follicle IVG for fertility preservation.

## Background

In vitro follicle culture is an essential issue for female fertility preservation (FP) and research of folliculogenesis. Since females confronted with potentially gonadotoxic treatment have a greater opportunity for long-term survival than ever before, there is a general consensus on providing FP options [1, 2]. However, due to limited time or contraindication of ovarian stimulation, the harvest of mature oocytes from antral follicles is far less than the number required for a take-home baby [3, 4]. By comparison, preantral follicles are considered a richer oocyte banking than antral follicles and more achievable than activation of primordial follicle. For patients with the risk of reseeding cancer cells when transplanting cryopreserved tissue, in-vitro-grow (IVG) of preantral follicles could eliminate the risk [5]. Investigations on isolated follicle IVG have been performed for mice [6–8], domestic animals [9, 10], non-human primates [11–14], and humans [5, 15–17]. The recent encouraging study reported the production of metaphase II human oocytes [18] following IVG. However, only nine oocytes with abnormal polar bodies were achieved with 136 pieces of ovarian tissue. Moreover, the comparison between oocytes derived from extended IVG versus in vivo was not fully investigated. Considerable researches are needed to confirm the efficacy and safety of oocytes derived from preantral follicle IVG before used in fertility preservation.

Follicular growth in vivo involves a series of precise intraovarian and neuroendocrine regulators. Microenvironment of the existed IVG systems simulate only a small portion of neuroendocrine regulators, which intraovarian factors could not compensate. Accumulating evidence has suggested neurotrophins’ roles in follicle assembly, follicular growth and oocyte maturation [19, 20]. Neurotrophin-4 (NT-4), a member of neurotrophins, has been identified as distinct stage-specific and preferentially expressed in human preantral and antral follicles [21]. With gene knock-out mice, study indicated that the deficiency of TRKB, the tyrosine kinase receptor for NT-4, decreased secondary follicles and FSH receptor expression in the ovary [22]. However, the role of NT-4 in the IVG of mammalian preantral follicles is far from being explored.

In this study, we observed the dynamic location of TRKB in ovaries of human and mouse, and explored the relation between oocyte maturation and level of NT-4 in the follicular fluid (FF) aspirated from follicles of in vitro fertilization (IVF) or Intracytoplasmic sperm injection (ICSI) cycles. Then we first investigated the effect of NT-4 on preantral follicle IVG applying mice model, to develop a more effective and safe method for female fertility preservation. Single-cell RNA sequencing of oocyte combined with cell-specific network analysis was conducted to uncover the underlying mechanism of effect, which is also the first high-throughput data comparing oocyte derived from preantral follicle IVG versus in vivo.

## Methods

### TRKB receptor identification in human and mouse ovaries

#### Source and collection of ovaries

This study was approved by the ethics committee of the Reproductive Medicine Centre of the Sixth Affiliated Hospital of Sun Yat-sen University (2014ZSLYEC-002S), and all participants had signed the informed consent on enrollment. The ovarian specimens used for immunohistochemical studies derived from 5 women diagnosed with nongynecological cancer from 26 to 33 years old, undergoing pelvic surgery for cancer treatment or ovary cryopreservation. Mouse ovaries were collected from female Kunming mouse aged 2-week-old and 6-week-old. Cumulus oocyte complexes (COCs) growing in vivo were collected by antral follicle puncture. Oocytes and granulosa cells were denuded by gently pipetting in a droplet of PBS buffered medium containing 80 IU/ml hyaluronidase (Vitrolife, Sweden). Oocytes, somatic granulosa cells and cumulus cells (CCs) were collected respectively and washed twice with phosphate-buffered saline (PBS), then stored at -80 °C until Western blot or RNA extraction. All the animal procedures were performed under the ethical guidelines of the Laboratory Animal Center of Sun Yat-sen University.

#### Immunofluorescence

Formalin-fixed, paraffin-embedded ovarian specimens were sectioned at five μm. After dewaxing, antigens were retrieved by pressure cooking in sodium citrate buffer at 90 °C for 40 min. Sections were blocked for 30 min in 3% diluted in phosphate-buffered saline (PBS; pH7.4). The immunoreactions were performed with the TRKB (Novus biologicals, Bio-Techne, USA) antibody (10 μg/ml) and DDX4 (Abcam, USA) antibody (1:100) simultaneously. Slides incubated in the absence of primary antibodies were used as a negative control. After an overnight incubation at 4 °C, the primary antibody was detected using fluorochrome-tagged secondary antibodies by incubating the sections with Alexa Fluor 488 Goat Anti-Mouse (Abcam, USA; 1:400) and Cy™3 AffiniPure Donkey Anti-Goat IgG (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA; 1:400) for 1 h at room temperature. Cell nuclei were stained with DAPI dihydrochloride (Solarbio Life Sciences, China). Confocal images were acquired using a Leica Corp. TCS SP8 confocal system (Leica Corp. Microsystems, Heidelberg, Germany). In general, six to eight representative sections were acquired for each image. Images were further processed using Photoshop.

#### Western blot

Ovaries or denuded granulosa cells were stored at -80 °C. Samples were lysed using Sodium dodecyl sulfate (SDS) sample buffer, boiled for 5 min, separated on SDS-PAGE gel, and then transferred onto a polyvinylidene difluoride (PVDF) membrane. The membrane was blocked in 5% low-fat milk for 1 h and incubated at 4 °C with 1:400 goat anti-TRKB polyclonal antibody (Novus biologicals, Bio-Techne, USA) overnight. Membranes were washed three times using PBST buffer, and then incubated with anti-goat rabbit-radish peroxidase-conjugated secondary antibody (1:5000) for 1 h at room temperature. Finally, membranes were processed using a chemiluminescence detection system. Detected bands of predicted size for TRKB and GAPHD (an internal control for normalization) were quantified using ImageJ software.

### Human samplea collection and NT-4 assay

#### Participants

Forty-nine patients undergoing IVF/ICSI in the Reproductive Medicine Center of the Sixth Affiliated Hospital of Sun Yat-sen University were included, from September to October 2020. The inclusion criteria were: (1) female age < 40 years, (2) underwent IVF or ICSI treatments, (3) the number of oocytes retrieved > 3 and AMH (anti-Müllerian hormone) ≥ 1·1 ng/ml, (4) regular menstrual cycles over the previous 3-month period. Couples were excluded if female patients were diagnosed with adenomyosis, uterine cavity abnormalities, untreated hydrosalpinx, immunologic disease, or had any contraindications to progesterone and Gn (gonadotrophin) use. Male patients whose sperm was collected by surgery were not included in the study. Cycles administrating in vitro maturation or preimplantation genetic treatment were excluded. This study was approved by the ethics committee of the Sixth affiliated hospital of Sun Yat-sen University (2020ZSLYEC-277) and all participants had signed the informed consent on enrollment.

#### Follicular fluid retrieval procedures and Cumulus cells collection

During IVF/ICSI treatment, patients underwent controlled ovarian hyperstimulation (COH) and follicle growth was monitored by transvaginal ultrasonography every 2 to 4 days. When at least one follicle reached a diameter of 18 mm, or two follicles reached 17 mm, recombinant hCG (Ovitrelle, Merck-Serono, Italy) 250 μg or hCG (Lizhu Pharmaceutical Trading Co., China) 10,000 IU were administrated. Oocyte retrieval was performed 36 h later. FF aspirates were centrifuged at 2000 rpm for 10 min to remove cellular components and debris. Supernatants were collected for storage at -80 °C until assay. FF NT-4 was assessed using enzyme-linked immunosorbent assay kits (Elabscience, China) according to the manufacturer’s instructions, with a range of 31·25 to 2000 pg/ml and detection sensitivity of 18·75 pg/ml. Intra- and inter-assay coefficients of variation were less than 10%. COCs were collected and incubated at 37 °C and 5% CO_2_ for at least 2 h. Then we denuded CCs by gently pipetting in a droplet of HEPES buffered medium containing 80 IU/ml hyaluronidase (Vitrolife, Sweden). CCs of each patient were collected and washed twice with PBS, then stored at -80 °C until Western blot detection. Fertilization, embryo culture, and transfer were carried out following standardized procedures.

#### Grouping and Statistical analysis

The clinical outcomes were recorded, including the number of mature oocytes, normal fertilization embryos, available embryos, high-quality embryos, and blastocysts. For analysis, cases were grouped according to the rate of mature oocytes with a threshold value of 80%. NT-4 levels in FF, patient demographics, and stimulation characteristics were compared between groups with two-tailed Student’s t-tests, and *P* < 0·05 were considered as statistically significant. Binary logistic regression analysis was conducted to assess the potential factors related to the rate of oocyte maturation. The dependent variable was defined as followed: the rate of oocyte maturation less than 80% is defined as ‘0’; the rate of oocyte maturation higher than 80% is defined as ‘1’.

### In vitroculture of mouse preantral follicle

#### Animal, follicle dissection and In vitro culture

Animals were housed under controlled temperature (25 °C) and light-controlled conditions (12 h light/day). Female Kunming mice aged 12 to 14 days were sacrificed by cervical dislocation, and the ovaries were collected. Follicle dissection was performed according to the procedure adapted from the Woodruff and Shea Labs protocols [23] (Fig. 2a). In brief, ovaries were obtained and transferred in a 4 °C dissection medium, which contains L15 medium (Leibovitz, Gibco) supplemented with 10% of fetal bovine serum, 100 U/ml of penicillin, and 100 mg/ml of streptomycin (Biotopped Life Sciences, China). Individual preantral follicles were mechanically dissected by two 29G^1/2^ insulin syringes gently in prewarm dissection medium on 37 °C heated stages. Follicles measuring 110 ± 20 μm in diameter with a centrally placed oocyte and no signs of somatic cell degeneration were picked for further culture. Individual follicles were placed in 96-V-well microtiter plates in 100-μL preequilibrated (5% CO_2_) and prewarmed (37 °C) culture medium: α-MEM (Gibco, US) supplemented with 1 mg/mL of fetuin (Sigma, US), 1% of ITS (insulin 10 mg/L; transferrin 5·5 mg/L; sodium 5 μg/L) (Sigma, US), 3 mg/mL of albumin bovine (Sigma, US) and 10mIU/mL of FSH (ProSpec, Israel). To determine the optimal dose, different concentrations of NT-4 and medium alone were administered. Cultures were carried out in the incubator with or without NT-4 (0, 50, 100, 200 ng/ml) for ten days at 37 °C and 5% CO_2_ in air (Application number of national invention patent of China: 202,110,274,259.5). The refreshment was performed every other day by replacing half of culture medium and the corresponding NT-4 supplement, and spent medium was collected and stored at -80 °C until assay. Experiments for all groups were conducted in parallel, and 388 follicles from 3 replicated experiments were analyzed.

#### Evaluation of follicle survival and hormone Assay

The diameter of follicles was assessed every other day. Follicles were considered atresia or degenerated if the oocyte became dark or disappeared or the growth of follicle diameter became stagnant. Antrum formation was determined by the presence of a visible translucent area in the follicle at the end of the culture. Steroid hormones were measured by enzyme-linked immunoassay kit (lowest amount detectable for estradiol-17 β and progesterone were 5 pg/mL and 0·03 ng/mL, respectively; Cusabio Biotech, China).

#### In vitro maturation

Cumulus oocyte complexes (COCs) were released from antral follicles at the end of IVG and incubated in preequilibrated and prewarmed mature medium containing α-MEM supplemented with 1.5 IU/mL hCG (Ningbo Second Hormone Factory, China) and 10% FBS (Gibco, US) at 37 °C and 5% CO_2_ for 12 to 16 h. Then oocytes were released from the surrounding cumulus cells by gently pipetting in a droplet of HEPES containing 80 IU/ml hyaluronidase (Vitrolife, Sweden). The appearance of the first polar body served as markers for complete oocyte nuclear maturation.

#### Oocyte and granulosa cells (GC) collection

For comparison, COCs growing in vivo were collected by antral follicle puncture. Oocytes in the germinal vesicle stage growing in vivo or in vitro (Day 6 and Day 10) were released from COC as previously stated. Each sample containing six oocytes was collected in lysate buffer for SMARTer cDNA synthesis and library construction. Each group contained three oocyte samples from three replicated experiments. The remaining cumulus granulosa cells were collected and kept at -80 °C until the assessment of gene expression.

### Single cell RNA sequencing analyses of mouse oocyte

#### SMARTer cDNA synthesis and library construction

Whole oocyte total RNA was amplified using the SMARTSeq2 protocol. Briefly, Oocytes were lysed, and first-strand cDNA synthesis was conducted with a modified oligo(dT) primer (the SMART CDS Primer). The resulting full-length, single-stranded (ss) cDNA was amplified by LD PCR to get enough dscDNA, and cDNA was fragmented by dsDNA Fragmentase (NEB, M0348S). For library construction, blunt-end DNA fragments were generated, and size selection was performed. A-base and indexed Y adapters were administrated to obtain ligated products. After amplifying ligated products with PCR, paired-end sequencing was performed with an Illumina Novaseq™ 6000 (LC Sciences, USA).

#### Primary analysis and RNA-seq reads mapping

Reads containing sequencing adaptors or sequencing primer or nucleotide with q quality score lower than 20 were considered low quality and removed. Using the HISAT2 package [24], the remaining reads were aligned to the mus musculus reference genome mm10 from the University of California Santa Cruz (UCSC, http://genome.ucsc.edu). The mapped reads of each sample were assembled and merged to reconstruct a comprehensive transcriptome using StringTie [25]. Then, the expression level for mRNAs was assessed by calculating FPKM with StringTie.

#### Heatmap, Principal Component Analysis (PCA) and differentially expressed genes analysis

The RNA-seq normalized data were subjected to heatmap analysis and PCA, using Seurat method and only highly variable genes (coefficient of variation > 0·5) were used as inputs. Single-cell data of 9 GV oocytes in IVV, IVG, and IVG-NT groups were analyzed to observe the whole clustering profile. The selection of differentially expressed genes (DEGs) were performed by using R package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html) with the log2 |fold change|> 1 and *P* < 0·05.

#### Functional enrichment analysis

Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were conducted for each list of DEGs and PPI subnetworks by using Gene Set Enrichment Analysis (GSEA) [26] and ClusterProfiler [27] with adjusted *P* < 0·05 as the cutoff.

#### Transcription Factor prediction and Protein–protein network (PPI) construction

We used a reference TF-target interaction database -TRRUST v2 (Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining version 2 [28] to predict the major factors in transcriptional regulation. The PPI network was constructed by the Search Tool for the Retrieval of Interacting Genes (STRING) database [29] and visualized by Cytoscape (version 3.6.1) software [30].

### Bulk RNA-seq analysis of mouse granulosa cell

#### mRNA library construction and sequencing

Total RNA of each sample was extracted and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), followed by fragmentation using Magnesium RNA Fragmentation Module (NEB, USA), and synthesis of U-labeled second-stranded DNAs using SuperScript™ II Reverse Transcriptase (Invitrogen, USA), E. coli DNA polymerase I (NEB, USA), RNase H (NEB, USA) and dUTP Solution (Thermo Fisher, USA). After single- or dual-index adapters were ligated to the fragments, the U-labeled second-stranded DNAs were treated with heat-labile UDG enzyme (NEB, USA), and the ligated products were amplified with PCR. Sequencing data were generated on Illumina Novaseq™ 6000 (LC Sciences, USA) with 2 × 150 bp paired-end sequencing (PE150) following the vendor's recommended manual.

#### Sequence and DEGs analysis

Raw RNA-seq reads that contained adaptor contamination or with low-quality bases were discarded using Cutadapt software (https://cutadapt.readthedocs.io/en/stable/, version:cutadapt-1.9). Clean reads were mapped against the genome (mus musculus Ensembl v99) using HISAT2 [24] software. The mapped reads were assembled administrating StringTie [25] with default parameters. After all transcriptomes were generated, the expression levels were estimated with StringTie and ballgown (http://www.bioconductor.org/packages/release/bioc/html/ballgown.html). Gene expression levels were quantified with FPKM. DEGs were selected with fold change > 2 or < 0·5 and *P* < 0·05 by R package edgeR, and Benjamini & Hochberg FDR was calculated for statistical significance of DEGs. GO enrichment and KEGG enrichment of the DEGs were analyzed with R package ClusterProfiler [27] and GSEA [26].

### Cell communication inference

We used CellTalkDB which contains literature-supported ligand-receptor (LR) pairs for human and mouse to identify cross-talk signals from oocyte and GC cell RNA-seq data based on database curated from PPIs in STRING database and verified manually in Pubmed by three reviewers [31].

### Quantitative reverse transcription PCR (qRT-PCR) validation

#### Single cell full length mRNA amplification and DNA libraries construction

The oocytes and GCs that were isolated from follicles were lysed and the total RNAs were amplificated and purified using a Single Cell Full Length mRNA-Amplification Kit (Vazyme, N712) according to the manufacturer’s instructions. Briefly, the first-strand cDNA was synthesized from the whole lysate using the Oligo primer containing a 24-nt poly(dT) tail at the 3’ end. Then, the first-strand cDNA was amplified by PCR using PCR primer. Amplified cDNA was purified with VAHTS DNA Clean Beads and evaluated by Agilent 2100 Bioanalyzer (Agilent Technologies). The prepared cDNAs were sheared into fragments, and used for preparation of deep sequencing libraries. The DNA-Seq libraries were constructed by a TruePrep DNA Library Prep Kit V2 (Vazyme, TD502-02).

#### Real-time Quantitative Reverse Transcription Polymerase Chain Reaction

Quantitative reverse transcription PCR (qRT-PCR) analyses were performed on a LightCycler 480 II system (Roche, Switzerland). The reaction solution (10 μL) consisted of 1μL of cDNA, 5μL of 2xRealStar Green Power Mixture (GenStar), 0.5 μL of primer mix, and 3.5 μL of ddH_2_O. Thermal cycling parameters were set up as follows: 95 °C for 10 min, followed by 50 cycles at 95 °C for 15 s and 60 °C for 1 min. The 2^(−△△ct)^ method was applied to calculate the relative expression of targeted genes. Transcripts were quantified in triplicate experiments, and Actin was used as the reference gene. The primer sequences used are presented in Table 1.

**Table 1:** Primers for qRT-PCR

**Gene (mmu)**	**Forward primer**	**Reverse primer**
*Ntrk2*	TCCAGCACGAGCACATTGTCAAG	TTCTCTCCCACCAGGCAGTTCC
*Cacna1s*	CAGCAGAGGAGGAACTGGAGAGG	ATTGGCATTGGCGTTGTTGGTATTG
*Orail*	AGCAACGTCCACAACCTCAACTC	AGCGGTAGAAGTGAACAGCAAAGAC
*Prkaca*	TTAGACAAGCAGAAGGTGGTGAAGC	CGGTAGATGAGGTCCAGGGAGTG
*Trp53*	TGAACCGCCGACCTATCCTTACC	CTAGGCTGGAGGCTGGAGTGAG
*Rac1*	AACCTGCCTGCTCATCAGTTACAC	TGTCGCACTTCAGGATACCACTTTG
*Arf6*	TTCGGGAACAAGGAAATGCGGATC	TTGTTGGCGAAGATGAGGATGATGG
*Ugt1a7c*	GAAGCCTATGTCAACGCCTCTGG	ATCATCACCATCGGAACTCCATTGC
*Fga*	ATCACACAGGTAAAGCGGTCACTTC	GGATATGTCTAACTCGGTGGCATCG
*C3*	CACACCGAAGAAGACTGCCTGAC	CTGACTTGATGACCTGCTGGATGG

### Statistical analysis

Enumeration data are presented as n, or the means ± standard deviations and analyzed with Student’s t-test or Mann–Whitney U test for comparison of two groups. Categorical data are presented as n/n and analyzed with the chi-square test, Yates' correction, or Fisher's exact probabilities. Logistic regression analysis was conducted to assess the relationship between the rate of oocyte maturation and FF level of NT-4 to eliminate interference from bias factors. Differences in gene expression detected by RT-qPCR were analyzed using the Wilcoxon matched-pair signed-rank test. All the above statistical analyses were performed with SPSS statistics software, version 23.0. *P* < 0·05 was considered statistically significant. For the plotting of RNA-seq data and the subsequent statistical analyses, R software (The R Foundation, https://www.r-project.org) was administrated. In brief, *P* values were adjusted for multiple comparisons according to Benjamini & Hochberg. And significance for enrichment of families was assessed by Fisher’stest. Graphics were created using GraphPad Prism 8.0, the R core package and gplots, ggplot2, RColorBrewer packages.

## Result

### Detection of TRKB receptor in follicles of human and mouse ovaries

TRKB immunoreactivity is abundant in oocytes of 6-week-old mice, whereas with the decrease in the size of follicles, the intensity of immunostaining in the GCs decreased (Fig. 1a). In the ovary of 2-week-old mice, TRKB is present in oocytes of primary follicles and primordial follicles. GCs contain lower but detectable levels of TRKB (Fig. 1b). TRKB immunoreactivity is detectable in oocytes of human primary or primordial follicles (Fig. 1c) and preantral follicles (Fig. 1d). With Western blot experiments (Fig. 1e), TRKB was detected in human cumulus cells, mouse ovary, mouse cumulus cells and mouse somatic granulosa cells.

**Fig. 1:**
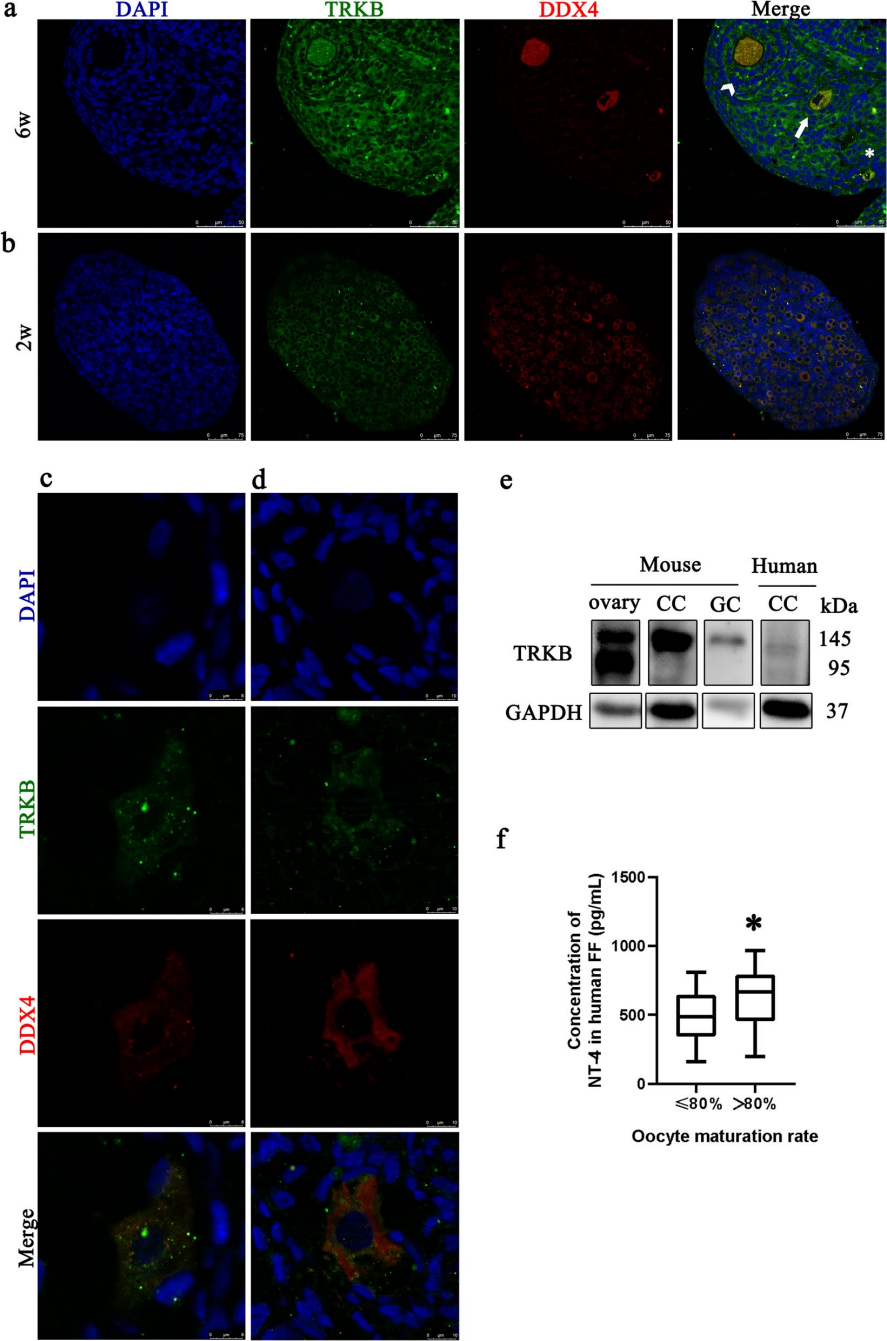
Immunohistochemical localization of TRKB receptor in human and mouse ovaries; human FF level of NT-4. **a** Tropomyosin-related kinase B (TRKB) immunoreactivity is both abundant in GCs and oocyte of 6-week-old mice preantral follicles (arrowhead). In the primary follicle (arrow), the expression of TRKB in GCs is slightly lower than in oocytes. The difference is more significant in primordial follicles (*). **b** TRKB immunoreactivity is present in oocytes of primary follicles and primordial follicles of 2-week-old. GCs contain lower but detectable levels of TRKB protein. **c**, **d** Detection of NGF immunoreactivity in oocytes of human primary or primordial follicles (c) and preantral follicles (d). **a**-**d** These are representative images of three independent experiments. No signal was detected in the negative control for either set of prime. **e** Western blot detection of human cumulus cells, mouse ovary, mouse cumulus cells and mouse somatic granulosa cells of TRKB receptors. **f** FF level of NT-4 from 49 women with different oocyte maturation rates when undergoing IVF/ICSI. *, *P* < 0·05

### Correlation between human follicular fluid (FF) NT-4 and oocyte maturation

The mean concentration of NT-4 in FF of 49 women was 532·50 ± 213·70 pg/mL. After patients were grouped according to oocyte maturation rate, comparisons were performed for age, duration of infertility, BMI (body mass index), basal FSH, AMH, antral follicle count, total doses of Gn, and no differences were found. The FF NT-4 level of patients with oocyte a maturation rate of more than 80% is higher than that of the other group (607·76 ± 222·43 vs. 484·84 ± 197·02 pg/mL, *P* < 0·05, Fig. 1f). In order to adjust potential confounders related to oocyte maturation, we conducted a binary logistic regression analysis including age, duration of infertility, BMI, basal FSH, AMH, antral follicle count, total doses of Gn, NT-4 level in FF. The level of NT-4 in FF was positively associated with the probability of a high oocyte maturation rate (more than 80%) (Beta = 0·302, *P* < 0·05) after adjustment of potential confounders.

### Effect of NT-4 on mouse preantral follicle in-vitro-growth

#### NT-4 administration improves the development of preantral follicle and maturation of oocytes

The diameter of all follicles increased from 103·49 μm to 428·21 μm on average, and no difference was found on the first day of culture among groups. The addition of NT-4 with concentrations of 100 ng/mL and 200 ng/mL resulted in incremental improvement of follicle growth compared with follicles cultured with medium alone, which reached a statistically significant change on the ninth day of culture (Fig. 2b). At the end of culture, we observed no difference in the survival rate of follicles among groups (Fig. 2c), but a significant increase in the rate of oocyte maturation with the addition of NT-4 at the dose of 100 ng/mL rather than 50 ng/mL or 200 ng/mL (Fig. 2d). We then used a dose of 100 ng/mL NT-4 for our subsequent study.

**Fig. 2:**
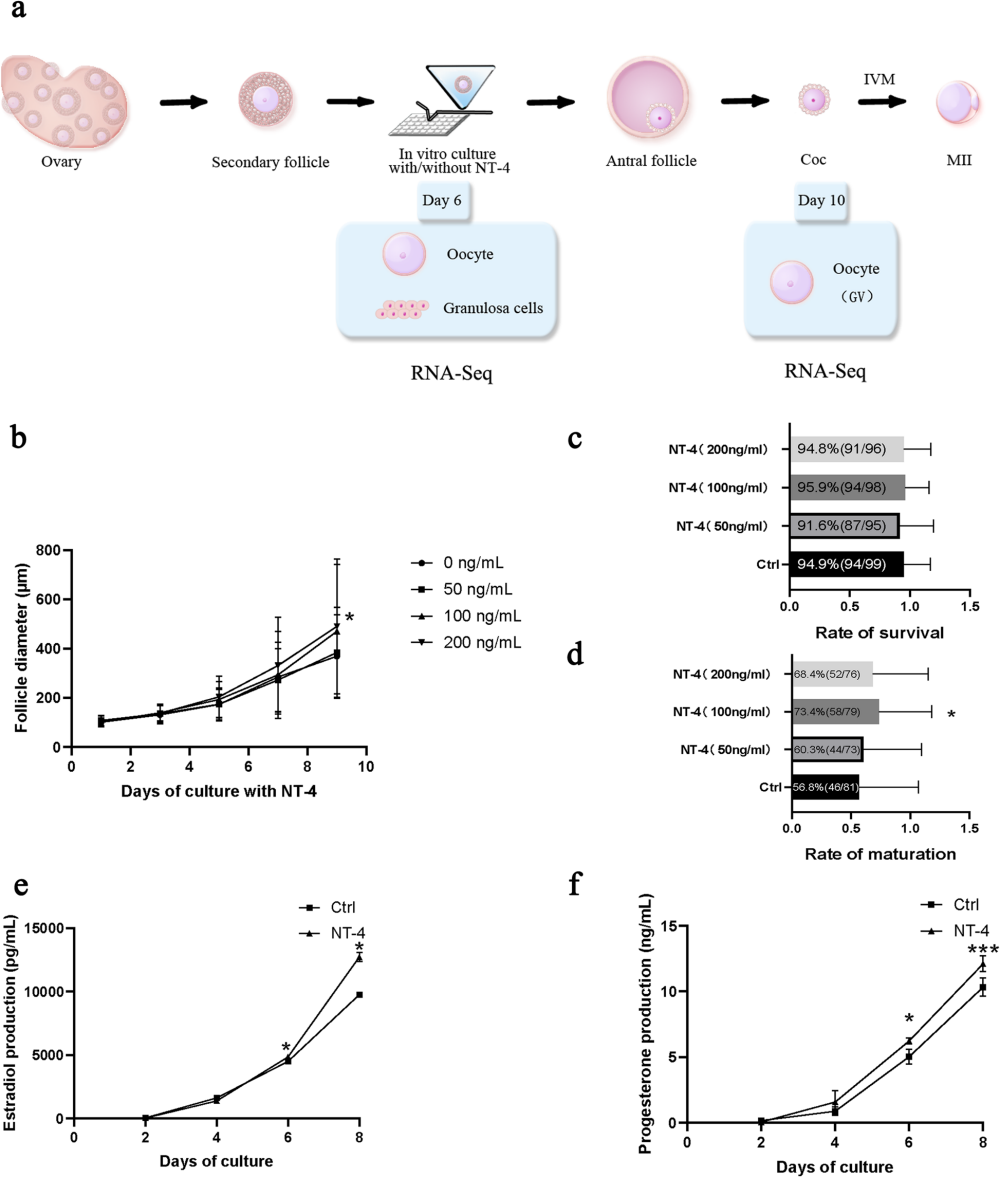
The administration of NT-4 in the culture of mice preantral follicle in vitro. **a** Flow diagram of NT-4 administration to in vitro culture of mice preantral follicle and the corresponding RNA sequencing. Three independent experiments were conducted. **b** Dynamic of follicle diameter when cultured in vitro (0 ng/mL, 50 ng/mL, 100 ng/mL, 200 ng/mL), n = 99, 95, 98, 96, separately. *, *P* < 0·05 0 ng/mL vs. 100 ng/mL and 0 ng/mL vs. 200 ng/mL on Day 9. **c** Survival rate of follicles in Control and NT-4 groups. **d** The rate of Maturation in Control and NT-4 groups. *, *P* < 0·05 Control group vs. NT-4 group (100 ng/mL). **e**, **f** Hormone profiles of estradiol (e) and progesterone (f) in the Control group and NT-4 group (100 ng/mL) during ten days of in-vitro culture. *, *P* < 0·05 Control group vs. NT-4 group. ***, *P* < 0·001 Control group vs. NT-4 group. Data in (b), (e), (f) are presented as mean percentage (mean ± SEM)

#### The effect of NT-4 on hormone production of follicles

There were no significant differences in levels of estradiol and progesterone in the culture medium during the first 4 days of culture among groups. Since the sixth day, hormone production was significantly increased in the presence of NT-4, and the difference reached the most obvious on the tenth day of culture (Fig. 2e, f).

### Global RNA analysis of GV oocytes developing in vivo and in vitro

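Oocyte RNA was amplified with SMART-Seq2, which primes cDNA on poly(A) tails and copies it by PCR, from 6 oocytes per library, with 3 libraries in each of the IVV, IVG and IVG-NT groups. The IVG-NT follicles received NT-4 at 100 ng/mL, and oocytes of both in vitro groups were collected on day 10. The labels number the IVV libraries 2, 3 and 4 and those of the other groups 1, 2 and 3. The authors removed adaptors and low-quality reads, aligned the rest to mm10 with HISAT2 and deposited, for each library, the counts on 55401 Ensembl genes without normalization; the paper's text does not name how the counts per gene were taken. Total counts per library ranged from 19.0 to 43.5 M in IVV, with a median of 42.7 M, from 39.3 to 45.6 M in IVG, with a median of 43.5 M, and from 33.9 to 40.7 M in IVG-NT, with a median of 38.5 M. Between 18089 and 22966 genes had a count. PCR copies carry no molecular identifier in this protocol, so counting error is only a lower limit of the error, and each value is given with the spread between the 3 libraries of its group. In IVV replicate 3 and in replicates 1 and 2 of IVG and IVG-NT, the annotated rRNA gene CT010467.1 took 12.5% to 37.9% of all counts, and in the other 4 libraries 0.187% to 0.714%. These libraries are called rRNA-rich and rRNA-poor, with a limit of 5% that was set after the shares had been seen. The counts of all 15 oocyte libraries, those of day 6 included, were normalized by edgeR's TMM method, and the 21009 genes kept by its filter on low counts were tested in a single quasi-likelihood fit with Benjamini-Hochberg adjustment. As in the paper, a gene was taken as a DEG at a log2 fold change beyond 1 and an unadjusted P under 0.05. The paper names the package and not the test, and its statistics section gives adjusted P values for RNA-seq data, so the number of genes with an adjusted p under 0.05 is given as well.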

Global RNA analysis was conducted with oocytes in the germinal vesicle stage from follicles growing in vivo (IVV) or in vitro for ten days with (IVG-NT) or without NT-4 (IVG). We found that oocytes from these groups had similar percentages of reads mapping in unique or multiple locations. PCA (Fig. 3a) and heatmap (Fig. 3b) revealed a clear separation between IVV oocytes and IVG oocytes, and the IVG-NT samples clustered between IVV and IVG samples.

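Over the 15534 genes with a coefficient of variation above 0.5, principal component 1 held 49.7% and component 2 held 19.2% of the variance of log2 CPM (prior count 2). On component 1 the rRNA-poor libraries lay between -176 and -133 and the rRNA-rich libraries between 97.52 and 145.4, and each of the IVV, IVG and IVG-NT groups had libraries on both sides. On component 2, IVV replicate 3 lay at -238 and the other 8 libraries between -5.93 and 65.1. The mean Euclidean distance from the IVG libraries to the IVV libraries was 305, that from IVG-NT to IVV was 314, and that from IVG to IVG-NT was 253. IVG minus IVG-NT, the difference in distance to IVV was -8.87, so the IVG-NT libraries lay slightly farther from IVV, and this was not larger than the spread between replicates (two-sided exact permutation test of the IVG and IVG-NT labels, p = 0.7; the smallest p that 20 assignments allow is 0.1). Between libraries of the same kind only, the difference was -6.44 (exact permutation test within kinds, p = 0.5, 12 assignments). It changed sign when IVG replicate 3 was left out (20.9) and when IVG-NT replicate 1 (4.66) or 2 (5.85) was left out, and on CPM without the log it was -27089.

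**Figure D1:**
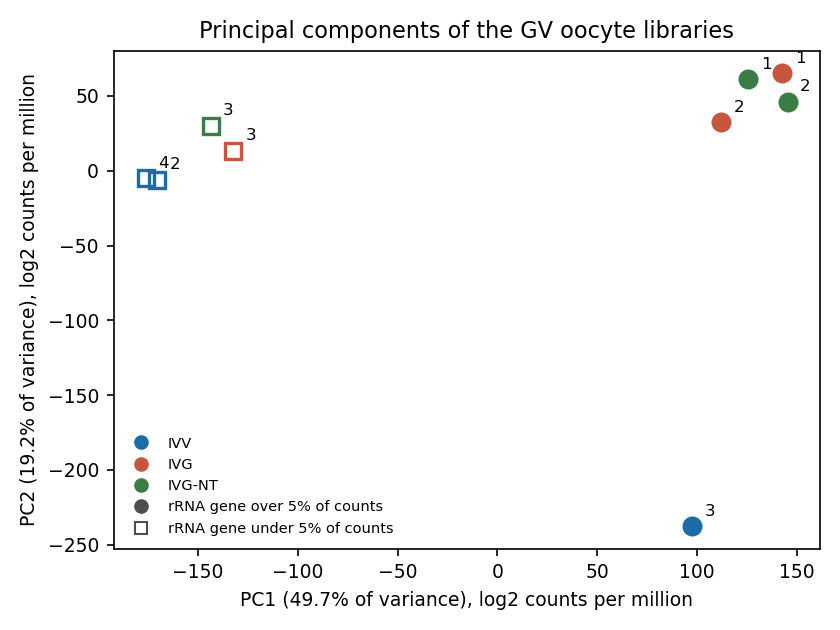
Scores of the 9 GV oocyte libraries on principal components 1 and 2 of log2 CPM, coloured by group, numbered by replicate, filled where the annotated rRNA gene took over 5% of counts and open where it took less. The rRNA-poor libraries sit at -133 or less on component 1 and the rRNA-rich ones at 97.52 or more.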

**Fig. 3:**
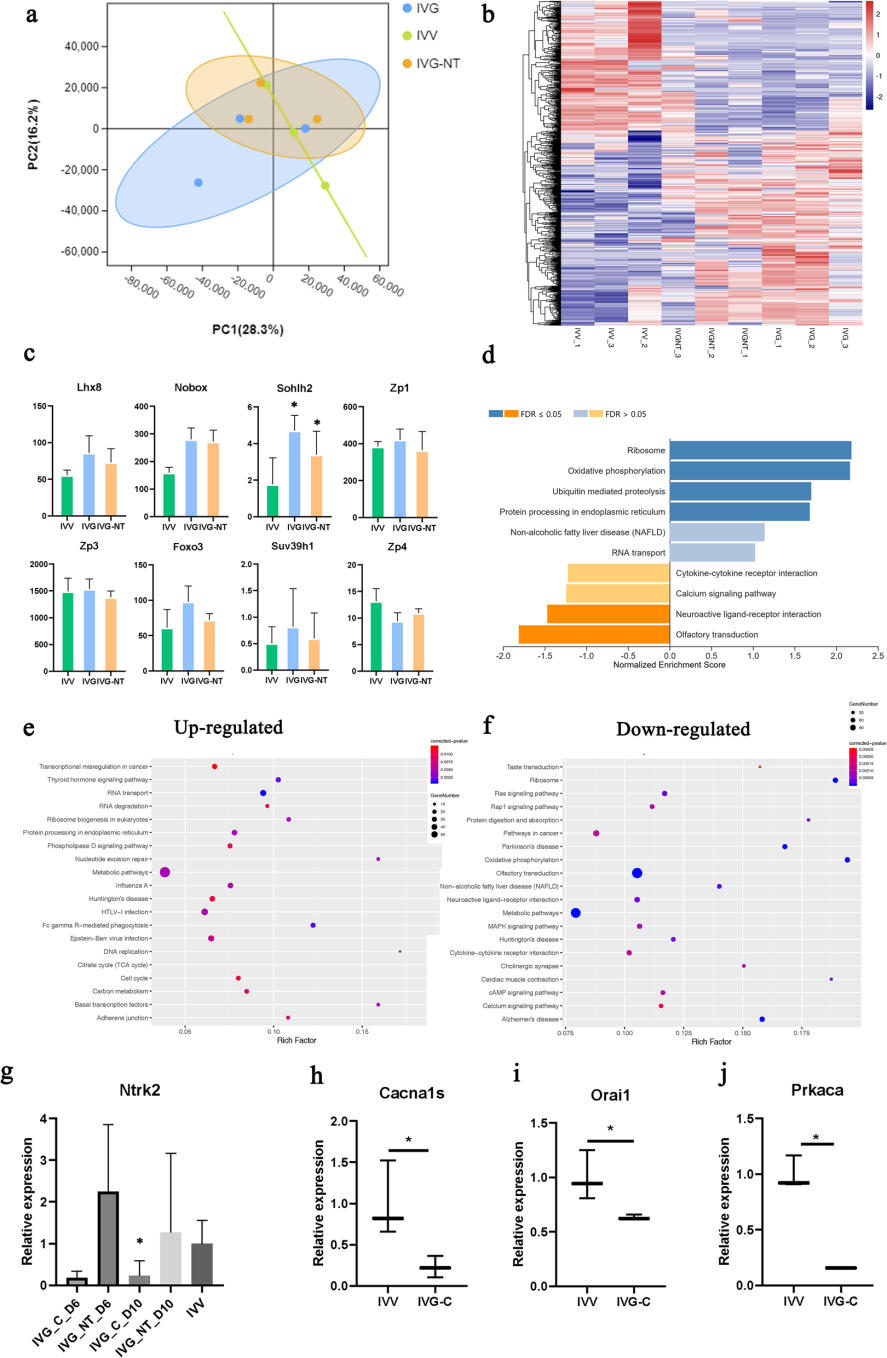
Global RNA analysis of GV oocytes developing in vivo and in vitro. **a** PCA of GV oocytes developing in vivo (IVV), in vitro (IVG), and in vitro with NT-4 (IVG-NT). **b** Gene-expression profiles of genes necessary for oogenesis (*Lhx8*, *Nobox*, *Sohlh2*, *Zp1*, *Zp3*, *Foxo3*) and fully grown oocyte (*Suv39h1*, *Zp4*). The transcription level was calculated by the fragments per kilobase of exon model per million mapped fragments (FPKM). Bars at each point indicate the SD based on three independent experiments. *, *P* < 0·05 IVV vs. IVG, IVV vs. IVG-NT. **c** Heatmap analysis of gene expression profiles of oocytes in IVV, IVG, IVG-NT groups. **d** GSEA enrichment plots of KEGG signaling pathways of upregulated and downregulated different-expressed genes (DEGs) in IVT oocytes compared with IVV oocytes. Blue represents upregulated pathways; orange represents downregulated pathways. **e** KEGG enrichment analysis of upregulated DEGs in IVT oocytes compared with IVV oocytes using DAVID. **f** KEGG enrichment analysis of downregulated DEGs in IVT oocytes compared with IVV oocytes using DAVID. **g** Transcriptional level of TRKB receptor (Ntrk2) gene at different folliculogenesis stages with qRT-PCR experiments. *, *P* < 0·05 IVV vs. IVG of Day 10 oocytes. **h**, **i**, **j** Quantitative RT-PCR detection of *Cacna1s* (h), *Orail* (i), *Prkaca* (j) transcripts in oocytes from Day 10 follicles. *, *P* < 0·05. Each group contains three samples from three independent experiments

As a biological control test, we analyzed eight typical genes necessary for oogenesis (*Lhx8*, *Nobox*, *Sohlh2*, *Zp1*, *Zp3*, *Foxo3*) [32] and fully grown oocyte (*Suv39h1*, *Zp4*) [33] (Fig. 3c). 

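The 8 genes were detected in all 9 GV libraries, with between 12 counts (Sohlh2, IVV replicate 3) and 179616 counts (Zp3, IVV replicate 2) per library. The annotation of the files holds the gene the paper calls Zp4 as Zp4-ps, a transcribed unprocessed pseudogene. None of the 8 was a DEG between any 2 of the 3 groups by the quasi-likelihood test, and 0 had an unadjusted P under 0.05; the smallest was 0.0787, for Nobox between IVG-NT and IVV. Adjusted over all genes tested, p was 1 for each gene in each comparison. Adjusted over the list alone, 0 genes passed 0.05, with values from 0.548 to 0.860 for IVG against IVV, from 0.630 to 0.920 for IVG-NT against IVV, and of 0.940 for all 8 genes between IVG-NT and IVG. Left out singly, only IVG-NT replicate 3 changed a call: without it Nobox (1.37) and Zp3 (-2.26) were DEGs between IVG-NT and IVV. DESeq2's Wald test and edgeR's exact test likewise left 0 genes under 0.05 when adjusted over the list alone. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1.

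**Figure D2:**
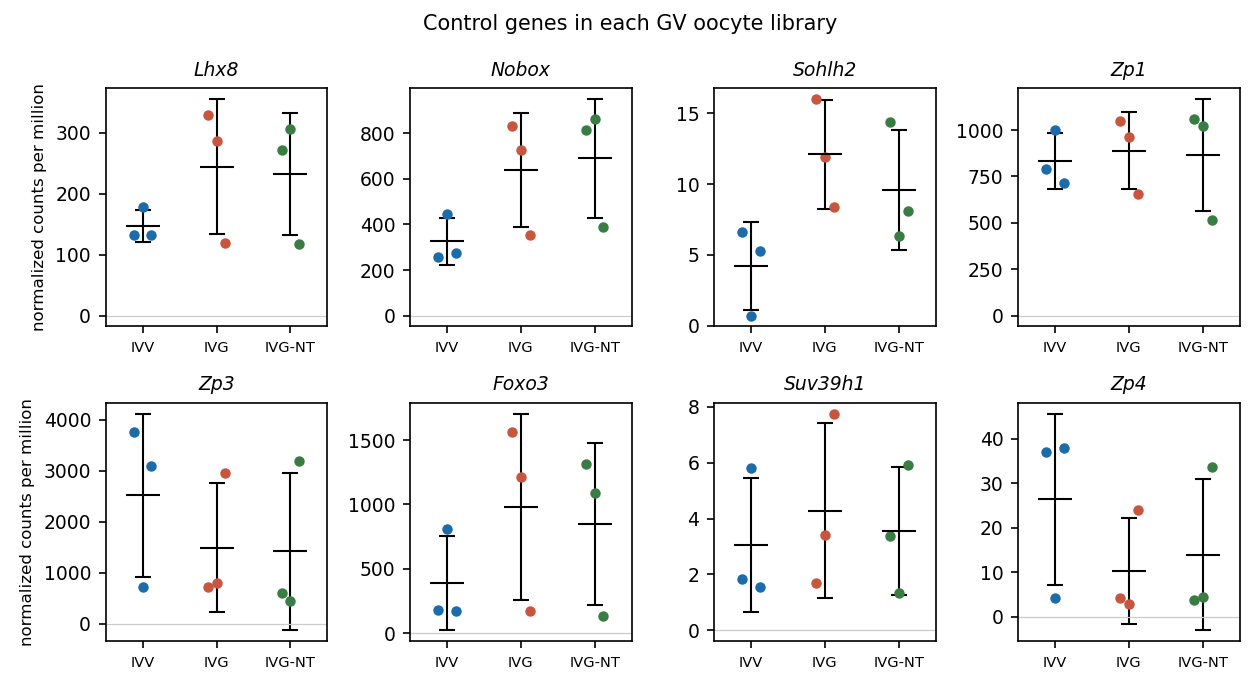
Normalized CPM of the 8 control genes in each IVV, IVG and IVG-NT oocyte library, with the mean and SD of the 3 libraries of each group. Within a group the libraries spread widely, as for Zp3, which ranges from 718 to 3762 in IVV.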

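Zp3 (ENSMUSG00000004948) lies on chromosome 5 of GRCm38 from 135980099 to 135988624 on the plus strand and encodes a zona pellucida glycoprotein. Its normalized CPM were 2526 ± 1600 (SD, n = 3) in IVV, 1497 ± 1270 in IVG and 1421 ± 1547 in IVG-NT. With the length of its exons and all counts of the library as the total, this amounts to 2099 ± 1435, 1302 ± 1292 and 1124 ± 1358 FPKM (SD, n = 3 each). The log2 fold change was -0.75 (standard error 0.89) for IVG against IVV and -0.83 (standard error 0.90) for IVG-NT against IVV, both smaller than the spread between replicates. The 5 rRNA-rich libraries had 446 to 796 normalized CPM and the 4 rRNA-poor libraries 2963 to 3762. Among rRNA-rich libraries only, a setting chosen after the data were seen, the log2 fold change for IVG against IVV was 0.03.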

Results demonstrated that FPKMs of *Zp3* were similar among groups. 

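Sohlh2 (ENSMUSG00000027794; chromosome 3, 55182028 to 55209957, plus strand) encodes a basic helix-loop-helix transcription factor. Its normalized CPM were 4.21 ± 3.09 (SD, n = 3) in IVV, 12.1 ± 3.82 in IVG and 9.60 ± 4.22 in IVG-NT, which is 1.98 ± 1.51, 5.22 ± 0.870 and 3.74 ± 1.37 FPKM. Each of the 3 IVG libraries had a higher value than each IVV library, which gives the smallest p that 3 libraries against 3 allow (two-sided exact permutation test, p = 0.1). In edgeR's quasi-likelihood test the log2 fold change for IVG against IVV was 1.52 (standard error 1.45, adjusted p = 1 over all genes, and 0.548 adjusted over the list alone). The IVG-NT mean lay between the other 2 means, and IVG-NT replicate 2, at 6.33, was below IVV replicate 2, at 6.64. The paper's P for this gene, shown with FPKM, was not recomputed here.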

The gene expression levels of *Sohlh2* in IVG oocytes were significantly higher than that in IVV oocytes (*P* < 0·05), and IVG-NT oocytes fell in between. A similar pattern was observed in the expression of *Lhx8*, *Nobox*, *Zp1*, *Foxo3* and *Suv39h1* with less significance (*P* > 0·05). 

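The means of the IVG libraries were above those of the IVV libraries for all 5 of these genes. In FPKM, IVV, IVG and IVG-NT oocytes had 59.4 ± 1.28, 96.9 ± 33.4 and 82.3 ± 27.5 for Lhx8 (ENSMUSG00000096225), and 163 ± 26.0, 321 ± 86.9 and 310 ± 84.1 for Nobox (ENSMUSG00000029736; SD, n = 3). The corresponding values were 430 ± 20.5, 462 ± 42.5 and 395 ± 91.4 for Zp1 (ENSMUSG00000024734), 48.4 ± 38.2, 126 ± 85.6 and 96.8 ± 67.6 for Foxo3 (ENSMUSG00000048756), and 0.558 ± 0.346, 0.928 ± 0.807 and 0.671 ± 0.527 for Suv39h1 (ENSMUSG00000039231). The IVG-NT mean in FPKM was between those of IVV and IVG for Lhx8, Nobox, Foxo3 and Suv39h1, and below both for Zp1. For IVG against IVV the log2 fold change was 0.73 for Lhx8, 0.97 for Nobox, 0.09 for Zp1, 1.34 for Foxo3 and 0.49 for Suv39h1, with standard errors from 0.52 to 1.49. By normalized CPM, the IVG-NT mean of Nobox (690 ± 262) was above that of IVG (638 ± 250). On the same scale the IVG-NT mean of Zp1 (865 ± 303) lay between those of IVV (834 ± 149) and IVG (889 ± 206). Foxo3 had 808 to 1564 normalized CPM in the rRNA-rich libraries and 133 to 181 in the rRNA-poor ones, and its log2 fold change for IVG against IVV was 0.24 with the kind of library as a covariate. The direction of Zp1 reversed with DESeq2's size factors (-0.12) and without IVG replicate 1 (-0.07) or IVV replicate 4 (-0.01), and that of Suv39h1 among rRNA-rich libraries only (-1.25) and without IVG replicate 3 (-0.26).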

On the contrary, *Zp4* was downregulated in IVG oocytes compared with IVV oocytes, and IVG-NT oocytes still fell in between (*P* > 0·05). 

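Zp4-ps (ENSMUSG00000113593; chromosome 13, 11522052 to 11528852, plus strand) had 18.0 ± 13.7 FPKM in IVV, 7.47 ± 9.46 in IVG and 9.06 ± 12.0 in IVG-NT (SD, n = 3). Its log2 fold change was -1.35 (standard error 1.59) for IVG against IVV and -0.92 (standard error 1.57) for IVG-NT against IVV, neither larger than the spread between replicates. The rRNA-rich libraries had 2.83 to 4.43 normalized CPM of this gene and the rRNA-poor libraries 24.0 to 38.0, and IVV is the group with the smallest number of rRNA-rich libraries, 1 of 3. With the kind of library as a covariate the log2 fold change for IVG against IVV was -0.48.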

The transcriptional level of TRKB receptor (Ntrk2) gene at different folliculogenesis stages were validated with qRT-PCR experiments (Fig. 3g). The expression of TRKB receptor in oocytes cultured in vitro without NT-4 was lower than that in oocytes grown in vivo (*P* < 0·05). No significant difference was found between other groups.

For DEGs of oocytes between IVV and IVG groups, KEGG analysis using GSEA (Fig. 3d) showed that downregulated DEGs were highly enriched in neuroactive ligand-receptor interaction, and upregulated DEGs were enriched in ribosome, oxidative phosphorylation, ubiquitin-mediated proteolysis, and protein processing in endoplasmic reticulum pathways (IVG vs. IVV). In addition, KEGG analysis using DAVID revealed that genes enriched in RNA transport, RNA degradation, ribosome biogenesis in eukaryotes, DNA replication, and nucleotide excision repair were upregulated (IVG vs. IVV, Fig. 3e). 

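The KEGG pathways are represented here by lists of gene symbols written before the counts were seen, and each list was tested with camera (inter-gene correlation 0.01) on the edgeR fit, with Benjamini-Hochberg adjustment over 18 lists and 4 comparisons. The 87 ribosomal protein genes had a median log2 fold change of -1.29 for IVG against IVV (camera, adjusted p = 3.69e-14), and 5.75% of them were higher in IVG. The 83 nuclear genes of oxidative phosphorylation had a median of -1.31 (adjusted p = 1.10e-09), with 8.43% higher in IVG, and the 13 mitochondrially encoded ones -1.31 (adjusted p = 9.77e-04), with 15.4% higher. No list passed 0.05 under fry, which estimates the correlation from the libraries; the lowest adjusted p of any list and comparison was 0.325. Relative to all genes, the ribosomal protein genes were lower in IVG in each of the 4 pairs of libraries of the same kind, by a median between -0.80 and -0.50. These pairs are not independent, since both rRNA-rich pairs use IVV replicate 3 and both rRNA-poor pairs use IVG replicate 3. Without IVG replicate 3 the medians of ribosomal and nuclear genes were -2.66 and -3.45. Among rRNA-rich libraries only, the 3 lists stayed lower, at -0.88 (adjusted p = 1.35e-04), -0.65 (0.0757) and -0.23 (0.353). The 111 genes of ubiquitin-mediated proteolysis had a median of 0.19 (adjusted p = 0.118), which became -0.01 with DESeq2's size factors and passed the threshold with no filter on low counts (0.17, adjusted p = 0.0158) and with only the 2 groups in the fit (0.29, adjusted p = 0.0342). The 91 genes of protein processing in the endoplasmic reticulum had a median of -0.03 and a mean of 0.01 (camera Up, adjusted p = 0.339), and the median was 0.17 without IVV replicate 3. The 125 neuroactive receptor genes had a median of -0.32 (adjusted p = 0.893), and camera gave the direction Up and fry Down. The median of all genes tested was -0.20.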

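For IVG against IVV, the median log2 fold change was -0.01 for 115 genes of RNA transport, 0.10 for 63 genes of RNA degradation (mean -0.06), 0.05 for 35 genes of DNA replication and -0.002 for 43 genes of nucleotide excision repair (mean 0.08). Camera, which compares a list with the other genes, gave the direction Up and an adjusted p of 0.299 for each of these lists. Fry, which estimates the correlation from the libraries, gave an adjusted p of 0.988 for each. None was called by either test, and 48.7% to 57.1% of the genes of each list were higher in IVG. With DESeq2's size factors, which place the median of all genes at -0.39, the median became -0.13 for RNA degradation and -0.14 for DNA replication. The median of nucleotide excision repair was positive whichever library of the 2 groups was left out (up to 0.10), that of RNA transport without IVV replicate 2 or 4 or IVG replicate 1 or 2 (up to 0.07), and that of DNA replication was -0.09 without IVV replicate 3. Ribosome biogenesis in eukaryotes was not analysed here.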

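The 92 calcium signaling genes had a median log2 fold change of -0.11 and a mean of -0.53 for IVG against IVV, and 45.7% of them were higher in IVG (camera Down, adjusted p = 0.893). Without IVV replicate 3 the median was 0.29. Of the neuroactive receptor genes, 42.4% were higher in IVG, and without IVV replicate 3 their median was 0.12. IVV replicate 3 is the only rRNA-rich library of the IVV group.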

And genes enriched in neuroactive ligand-receptor interaction, metabolic pathways, MAPK signaling pathway, cytokine-cytokine receptor interaction, cAMP signaling pathway, and calcium signaling pathway were downregulated (Fig. 3f). The transcription of representative genes of cAMP signaling pathway and calcium signaling pathway (*Cacna1s, Orail, Prkaca*) were downregulated in oocytes of IVG group (Fig. 3h, i and j).

### Single-cell transcriptome analysis identifies the effect of NT-4 in GV oocytes

As Fig. 4a showed, DEGs were identified through all possible pairwise comparisons among IVV, IVG and IVG-NT groups. 

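By the quasi-likelihood test, 579 genes were DEGs between IVG and IVV, 691 between IVG-NT and IVV, and 261 between IVG-NT and IVG. Of the last, 92 were higher and 169 lower in IVG-NT, but without IVG replicate 3, IVG-NT replicate 1 or IVG-NT replicate 2 more were higher than lower (168 and 119, 101 and 48, 88 and 64). After adjustment over all 21009 genes tested, 0 genes passed 0.05 in any of the 3 comparisons by that test, while DESeq2's Wald test gave 68, 90 and 51 genes and edgeR's exact test 13, 20 and 1. In data simulated from these libraries with no difference between groups, the same thresholds called 1196, 1168 and 1169 genes on average. The simulated libraries were drawn independently, with a spread that includes the difference between the kinds. Each real group holds both kinds, so these numbers are not those expected for the real groups. Other splits of the real libraries, with the kinds divided as in the real groups, gave 246 to 382, 284 to 441 and 198 to 324 DEGs. These splits are too few to exclude chance. On simulated data with 200 changed genes in the comparison of IVG with IVV, DESeq2's Wald test also passed 215 unchanged genes after adjustment, and edgeR's exact test 21. The number of DEGs between IVG-NT and IVG changed most among rRNA-rich libraries only, where it was 69. The replicate numbers may pair these 2 groups. The 3 same-numbered pairs deviated together, with correlations of 0.37 to 0.73. Of the pairs with unequal numbers, those of the same kind had 0.27 and 0.37. With the kind removed, same-numbered pairs had 0.14 to 0.37 and the others -0.24 to 0.09. With the replicate number as a block in the fit of all libraries, the number of DEGs was 127. It was 149 without IVG-NT replicate 1, 152 without IVG-NT replicate 2 and 157 without IVG replicate 2. The 3 libraries of IVG-NT all lay above or all below those of IVG for 3.59% of genes tested. Chance gives 10% only for libraries of 1 kind, and both groups hold both kinds. The genes with the smallest p, Sept2, Hist2h3b and St8sia5 (higher in IVG-NT) and Slc1a3, Ppm1m and Tmem136 (lower), all failed the correction with an adjusted p of 1 in edgeR's quasi-likelihood test. Slc1a3, Ppm1m and Tmem136 had 0 counts in all IVG-NT libraries and 14 to 44 per IVG library, at least 23.6-fold, 29.8-fold and 16.3-fold lower against 3 counts over the group. St8sia5 had 11 to 55 counts per IVG-NT library and 0 in IVG (at least 41.1-fold higher), and Hist2h3b had 10324 counts in IVG-NT replicate 1 and 0 in the other 5 libraries. Sept2 shares its symbol with an overlapping annotated gene, so its counts are uncertain.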

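Of the 579 DEGs between IVG and IVV, 177 were higher and 402 lower in IVG. This balance reversed without IVV replicate 3 (487 higher and 249 lower), by edgeR's exact test (769 and 632) and with only these 2 groups in the fit (716 and 454). The number rested on single libraries, being 212 without IVG replicate 1, 250 without IVG replicate 2 and 1164 without IVG replicate 3. With the kind of library as a covariate it was 805, and 397 of the 579 genes were called again; among rRNA-rich libraries only, with 1 IVV library, it was 551 and 147 were called again. The IVG libraries all lay above or all below the IVV libraries for 11.9% of genes tested and for 224 of the 579 DEGs. The 10% that chance gives for libraries of 1 kind is no measure here, since both groups hold both kinds. The genes with the smallest p failed the correction (adjusted p = 1, edgeR's quasi-likelihood test). Among them, the lincRNA genes Gm48453 and Gm20597 had 136 to 306 and 24 to 104 counts per IVG library and 0 in IVV, at least 174-fold and 43.3-fold higher against 3 counts over the group. Slc7a14 had 38 to 1344 counts and the pseudogene Gm18492 30 to 186 counts per IVV library, and 0 in IVG (at least 630.1-fold and 151-fold lower). The antisense gene Gm11525, with 0 counts in IVV replicate 3, and Gm10874, with 0 counts in IVG replicate 3, were not separated library by library.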

Prominent DEGs were found between oocytes from IVV compared to oocytes from IVG. 

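The 691 DEGs between IVG-NT and IVV comprised 131 genes higher and 560 lower in IVG-NT, but 443 higher and 360 lower without IVV replicate 3. Their number was 276 without IVG-NT replicate 1, 319 without replicate 2 and 1237 without replicate 3. Both comparisons with IVV had 90 DEGs in common among the genes higher, and 129 among the genes lower. Because both use the same IVV libraries, an overlap arises without any effect: simulated unchanged groups shared 252 higher and 68.9 lower genes on average. The log2 fold changes of the 2 comparisons correlated across genes with r = 0.72, against 0.51 (range 0.49 to 0.52) in those simulations. Genes are not independent replicates. The simulated libraries were drawn independently, whereas equally numbered IVG and IVG-NT libraries deviated together, with correlations of 0.37 to 0.73. Both groups also hold more rRNA-rich libraries than IVV. Neither 0.51 nor the simulated overlaps are therefore the values expected here without an effect. Among the genes higher, the overlap was 15 with the replicate number as a block and 350 without IVV replicate 3, and with any other library left out it ranged from 34 (IVV replicate 4) to 137 (IVG-NT replicate 3). Among the genes lower it was 918 with no filter on low counts, 75 without IVV replicate 3, 76 without IVG-NT replicate 3, and between 36 (IVG-NT replicate 1) and 42 (IVG replicate 2) without any of the other rRNA-rich libraries. Against IVV, the genes of smallest p in IVG-NT all had an adjusted p of 1 in edgeR's quasi-likelihood test. They included Gm48453 and Gm20597 again (at least 141-fold and 54.5-fold higher), and Capn2, Padi3 and the pseudogene Gm11400, which had 0 counts in all IVG-NT libraries and 87 to 101, 6 to 78 and 20 to 226 per IVV library (at least 114-fold, 70.2-fold and 175-fold lower).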

Venn diagrams indicated that 151 upregulated genes and 119 downregulated genes were shared by IVG and IVG-NT group when compared with IVV group separately (Fig. 4b). Eighteen upregulated genes and 14 downregulated genes were shared by IVV and IVG group when compared with IVG-NT group separately.

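Between IVG-NT and the other 2 groups, 126 genes were DEGs higher in both IVV and IVG, and 5 were lower in both. Unchanged simulated groups that share the IVG-NT libraries, drawn without regard to the kinds of library, gave 248 and 68 such genes on average. The 126 became 24 among rRNA-rich libraries only, 35 with the replicate number as a block, 40 with only the 2 groups in the fit and 47 by edgeR's exact test. It was 27 without IVG-NT replicate 1 and 43 without IVG-NT replicate 2, and 70, 76 and 81 without IVV replicate 2, IVV replicate 4 and IVG replicate 3. The 5 became 24 with no filter on low counts, 23 with the kind of library as a covariate, 2 without IVV replicate 2 and 3 without IVV replicate 3, IVV replicate 4, IVG replicate 1 or IVG replicate 2.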

**Fig. 4:**
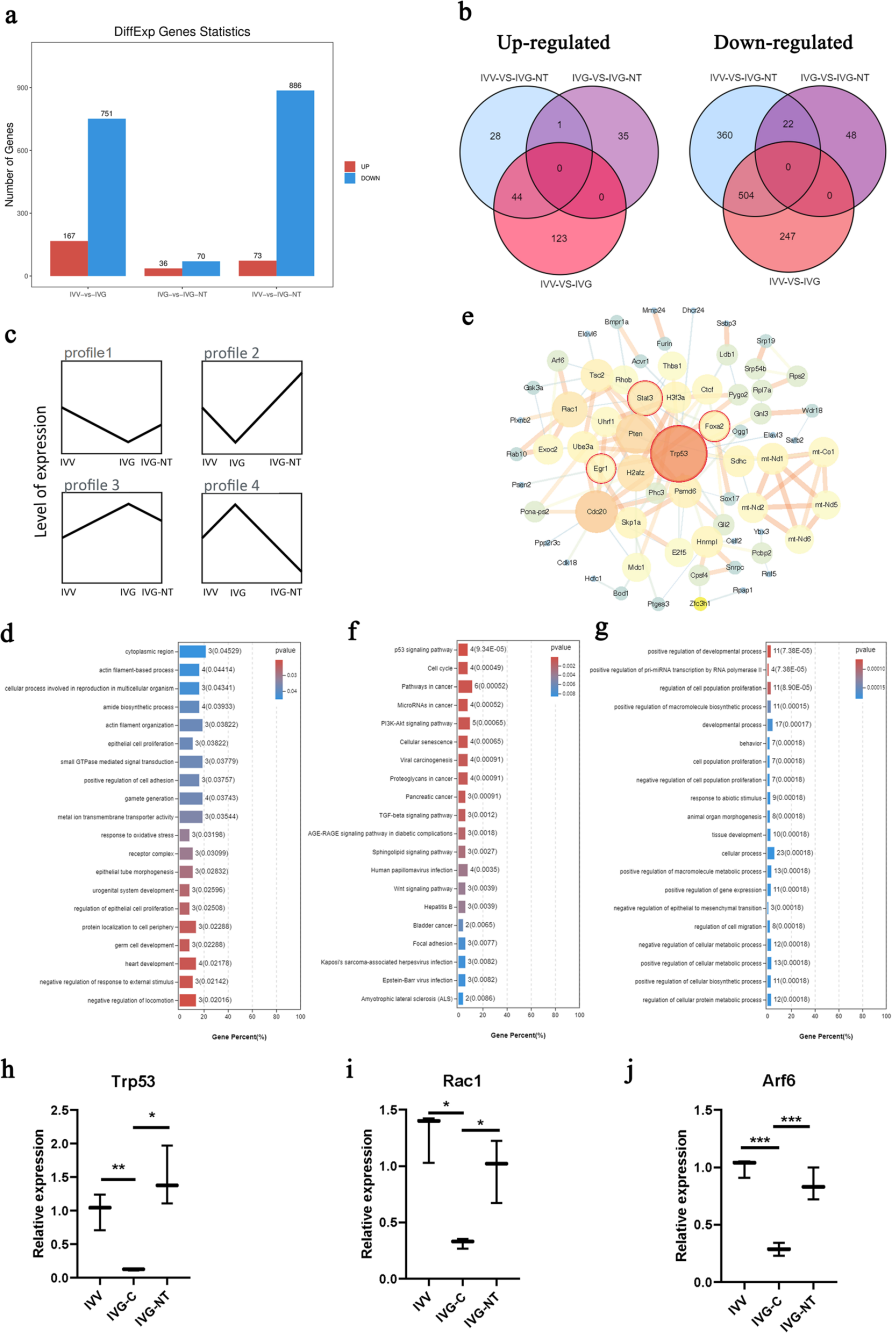
Effect of NT-4 supplementation on transcriptome profiling of GV oocytes. **a** Number of different-expressed genes (DEGs) of each two groups among IVV, IVG, and IVG-NT group. Each group contains three samples from three independent experiments. **b** Venn diagrams showing overlap among DEGs of IVV, IVG, and IVG-NT group, upregulated and downregulated genes, respectively. **c** Four profiles of defined ‘improved genes’ according to the comparison of gene expression level among IVV, IVG, and IVG-NT groups. **d** GO enrichment analysis of ‘improved genes’. **e** Cytoscape plots from ‘improved genes’ and predicted transcription factors (with red circles) were given as an input to be used as potential regulators of the network. **f** KEGG enrichment analysis of ‘improved genes’ which simultaneously targeted by the predicted transcription factors. **g** GO enrichment analysis of ‘improved genes’ which simultaneously targeted by the predicted transcription factors. **h**, **i**, **j** Quantitative RT-PCR detection of *Trp53* (h), *Rac1* (i), *Arf6* (j) transcripts in oocytes from Day 10 follicles. Each group contains three samples from three independent experiments. *, *P* < 0·05. **, *P* < 0·01. ***, *P* < 0·001

Genes included in ‘improve’ set were defined as genes showed significantly different expression level between IVV and IVG group, while no significant difference could be found between IVV and IVG-NT group, suggesting the offset effect of NT-4. The set of 139 genes contains four expression patterns, as Fig. 4c represents. 

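By the definition of the 'improve' set, a DEG between IVG and IVV that is not a DEG between IVG-NT and IVV, 360 genes entered it, of which 87 were higher and 273 lower in IVG than in IVV. Each gene enters by passing one threshold and missing another, and the difference between IVG and IVG-NT was not itself tested by this rule. In simulated data with no difference between groups, 873 genes entered the set on average. These data were drawn without regard to the kinds of library, so 873 is not the number expected for the real groups. The count was 904 by edgeR's exact test, 754 with only the 2 groups in the fit, 610 with no filter on low counts and 213 among rRNA-rich libraries only. It also moved when single libraries were left out, to 130 without IVG replicate 1, 162 without IVG replicate 2 and 959 without IVG replicate 3, and 226 and 233 genes entered without IVV replicate 2 and without IVV replicate 4. From the loss of a significant difference to IVV in the presence of NT-4, the paper proposes that NT-4 offsets part of the effect of in vitro growth.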

GO analysis demonstrated that they got involved in multiple biological processes, such as germ cell development, gamete generation, and cellular process involved in reproduction in multicellular organisms. In addition, biological processes related to meiosis, such as actin filament-based process, actin filament organization, and protein localization to cell periphery, were affected (Fig. 4d). 

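Foxa2 (ENSMUSG00000037025) had 0 counts in all 15 oocyte libraries, so that its RNA was not detectable at this depth. Trp53 (ENSMUSG00000059552) had 25.6 ± 13.5 normalized CPM in IVV, 36.1 ± 16.0 in IVG and 44.0 ± 10.7 in IVG-NT (SD, n = 3), with a log2 fold change to IVV of 0.49 in IVG (standard error 1.44) and 0.78 in IVG-NT. Stat3 (ENSMUSG00000004040) had 54.9 ± 30.2, 77.5 ± 24.6 and 67.7 ± 33.4, with log2 fold changes of 0.50 and 0.30. Egr1 (ENSMUSG00000038418) had 30.3 ± 31.0, 113 ± 79.4 and 73.8 ± 53.98, with log2 fold changes of 1.90 (standard error 1.16) and 1.29. None of the 3 detected genes was a DEG in these comparisons by the quasi-likelihood test over all libraries, and each adjusted p was 1 in edgeR's quasi-likelihood test. The direction of Stat3 in IVG-NT changed among rRNA-rich libraries only (-0.14) and without IVG-NT replicate 2 (-0.11) or IVV replicate 2 (-0.02), and that of Egr1 in IVG-NT with the replicate number as a block (-0.11). Egr1 was a DEG between IVG and IVV without IVV replicate 3 (3.18) and by edgeR's exact test (2.06).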

*Trp53*, *Foxa2*, *Stat3,* and *Egr1* were presented as predicted driver transcription factors of the ‘improve’ gene set. When the ‘improve’ gene set and these four transcription factors were included, 67 genes were filtered into the PPI network complex (Fig. 4e). And 26 genes included in a main network where the above transcription factors were served as nodes, were enriched in PI3K-Akt signaling pathway, TGF-beta signaling pathway, Wnt signaling pathway, cell cycle, and cellular senescence using KEGG enrichment analysis (Fig. 4f). Nine GO terms were associated with cell development and proliferation (Fig. 4g). The transcriptional level of key transcription factor (*Trp53*), representative genes of PI3K-Akt signaling pathway (*Rac1*) and actin filament organization (*Arf6)* conformed to the ‘improve’ pattern (Fig. 4h, i and j).

### The effect of NT-4 in oocytes during the IVG process

We have noticed that the diameter of follicles and level of hormone production had increased with the use of NT-4 since the sixth day of in-vitro culture. Therefore, oocyte and granulosa cells isolated from follicle cultured in vitro for six days were collected as representative for RNA-seq analysis. 

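Oocytes of day 6 follicles gave 3 libraries without NT-4 (IVG day 6) and 3 with it (IVG-NT day 6), again of 6 oocytes each; the granulosa cells are not analysed here. Total counts ranged from 23.7 to 55.6 M in IVG day 6 (median 28.7 M) and from 5.95 to 50.3 M in IVG-NT day 6 (median 7.13 M). Genes with a count numbered 15483 to 22163 in IVG day 6 and 20283 in IVG-NT day 6 replicate 3, but 13338 and 10991 in IVG-NT day 6 replicates 1 and 2. Replicates 1 and 2 of both groups are rRNA-rich and replicate 3 of both is rRNA-poor. IVG-NT day 6 replicates 1 and 2 had a Spearman correlation across genes of 0.51, where the 2 rRNA-rich libraries of IVG day 6 had 0.87. These counts entered the fit of all 15 libraries, which assumes a like spread in every group. In this fit 2430 genes were DEGs between IVG-NT and IVG on day 6, 1416 higher and 1014 lower in IVG-NT. Simulated data without a difference, drawn without regard to the kinds of library, gave 1111 on average. Other splits of these libraries that divide the kinds equally, as the real one does, gave 1706 to 2182. After adjustment, 0 genes passed 0.05 by the quasi-likelihood test, 654 by DESeq2's Wald test and 36 by edgeR's exact test. With DESeq2's size factors the 2546 DEGs were 1867 higher and 679 lower, since this scaling moves the median of all genes from -0.27 to 0.003. With no filter on low counts, 881 genes passed the adjusted threshold, and without IVG-NT day 6 replicate 3, 2581 genes did and 6312 were DEGs, 1883 of them higher and 4429 lower. Among rRNA-rich libraries only the DEGs were likewise mostly lower (1259 higher and 3338 lower), with the kind of library as a covariate they were nearly even (1628 and 1684), and by edgeR's exact test mostly higher (1007 and 162). Without IVG day 6 replicate 1 or 2 there were 1606 or 1604 DEGs, and with the replicate number as a block 1138.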

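For IVG-NT against IVG on day 6, the neuroactive receptor genes had a median log2 fold change of 0.02 and a mean of 0.78 (camera Up, adjusted p = 0.339), with 50.4% of 125 genes higher in IVG-NT. Their median was negative without any 1 of the 3 IVG-NT day 6 libraries, down to -1.01 without replicate 3. The calcium signaling genes had a median of -0.01 and a mean of 1.01 (camera Up, adjusted p = 0.368), with 46.7% of 92 genes higher, and 77 genes of ECM-receptor interaction had a median of 0.19 (camera Up, adjusted p = 0.339), which turned negative without any 1 of the 3 IVG-NT day 6 libraries (-1.01 without replicate 1). The calcium median turned positive without IVG-NT day 6 replicate 2 (0.06) or IVG day 6 replicate 3 (0.40). Fry gave the direction Down for all 3 lists. For olfactory transduction, which Fig. 5a also lists, 112 olfactory receptor genes had a median of 1.18 (camera Up, adjusted p = 0.00184), and 62.5% of them were higher in IVG-NT; this call rests on 2 libraries, the median being -0.19 without IVG-NT day 6 replicate 1 and 0.46 (adjusted p = 0.0634) without replicate 2, and fry did not give it. MAPK signaling was not analysed here.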

KEGG analysis of upregulated DEGs (IVG-NT vs. IVG) revealed that genes were enriched in the neuroactive ligand-receptor interaction, MAPK signaling pathway, calcium signaling pathway, and ECM-receptor interaction (Fig. 5a, *P* < 0·01). 

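On day 6 the 33 base excision repair genes had a median log2 fold change of 0 and a mean of 0.29 for IVG-NT against IVG, with 48.5% of them higher in IVG-NT (camera Down, adjusted p = 0.772). The median was negative without IVG-NT day 6 replicate 3 (-0.45) or IVG day 6 replicate 2 (-0.07) and positive with DESeq2's size factors (0.17) and without IVG day 6 replicate 3 (0.23). No list was lower in IVG-NT past the threshold in the day 6 comparison. The genes lower in IVG-NT day 6 with the smallest p were Acer2, Emc1 and the lincRNA gene Gm40663, each with 0 counts in all IVG-NT libraries and 35 to 144, 87 to 240 and 68 to 195 counts per IVG library, at least 67.9-fold, 146-fold and 111-fold lower against 3 counts over the group; their adjusted p was 0.381 in edgeR's quasi-likelihood test, so they failed the correction. Of the genes higher, Pcdhb8 had 24 to 1749 counts per IVG-NT library and 0 to 12 in IVG, and the pseudogene Tdg-ps and Ubash3a had counts only in IVG-NT day 6 replicates 1 and 2, at the same adjusted p.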

Corresponding downregulated DEGs were enriched in base excision repair, metabolic pathways, glycan biosynthesis, and degradation pathway (Fig. 5b, *P* < 0·05). 

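Jun (ENSMUSG00000052684) had 8 counts in 1 library of each day 6 group and 0 in the others, too few for a difference to be detectable. Nfkb1 (ENSMUSG00000028163) had 7.79 ± 7.30 normalized CPM in IVG-NT and 1.44 ± 1.77 in IVG (SD, n = 3), a log2 fold change of 2.42 (standard error 1.30, adjusted p = 0.470 in edgeR's quasi-likelihood test), with 8 to 237 counts per library. Rela (ENSMUSG00000024927) had 130 ± 140 in IVG-NT and 119 ± 55.4 in IVG, a log2 fold change of 0.13 (standard error 1.23) that reversed with the replicate number as a block (-0.15) and without IVG-NT day 6 replicate 2 (-1.19) or IVG day 6 replicate 3 (-0.21). None of the 3 genes was a DEG on day 6, but Nfkb1 became one without IVG-NT day 6 replicate 1 (2.71), IVG-NT day 6 replicate 3 (2.80) or IVG day 6 replicate 3 (4.19), with DESeq2's size factors (2.79), by DESeq2's Wald test (2.78) and among rRNA-rich libraries only (4.72). With any 1 library of day 6 left out, the log2 fold change of Nfkb1 ranged from 1.31 to 4.19.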

*Jun*, *Nfkb1,* and *Rela* were presented as predicted driver transcription factors of DEGs. When the DEGs and predicted transcription factors were included, 34 genes were filtered into the PPI network complex (Fig. 5c), enriched in biological functions related to meiosis, response to estradiol, and positive regulation of cell proliferation (Fig. 5d).

**Fig. 5:**
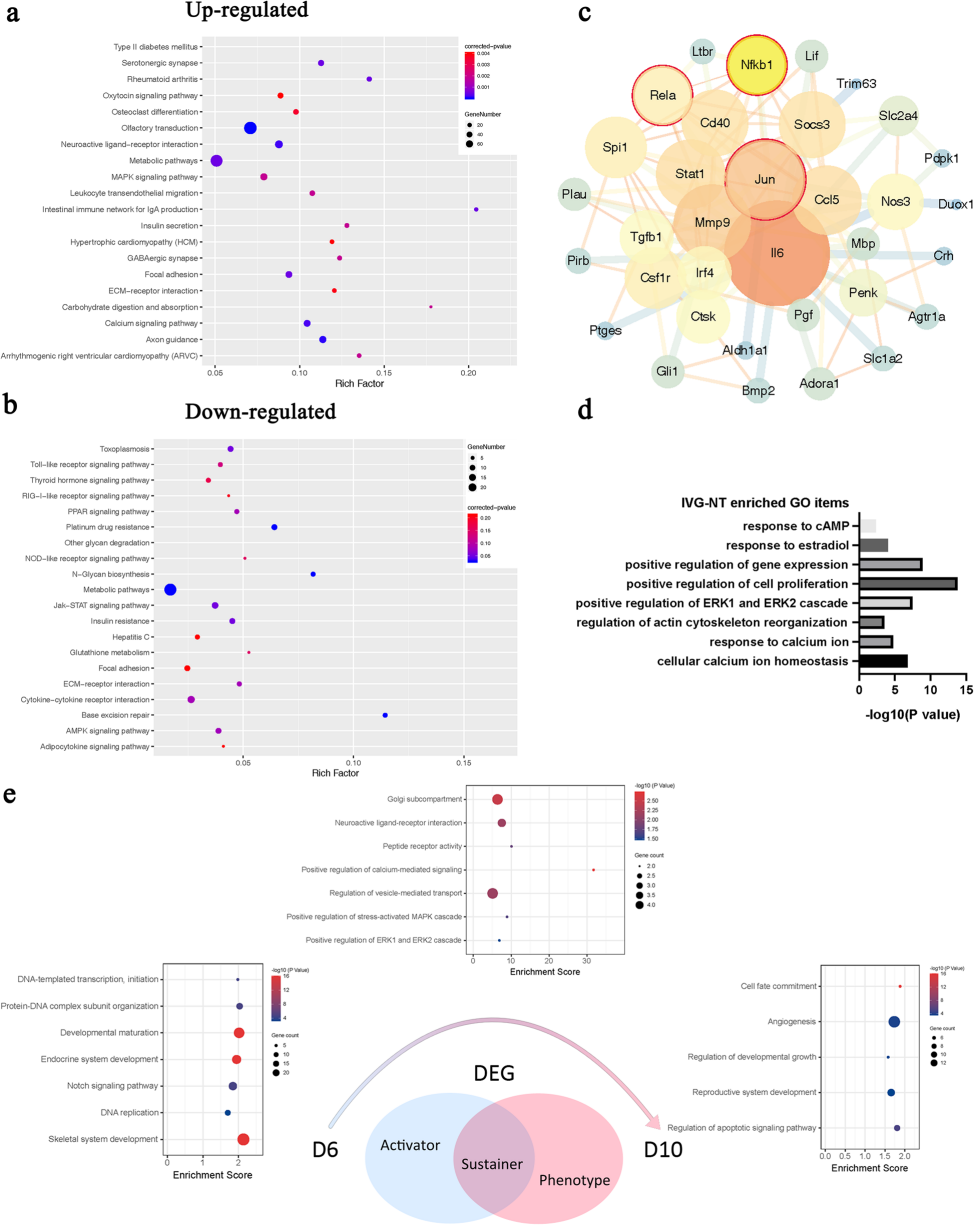
Effect of NT-4 on transcriptome of oocytes from follicles cultured in vitro for six days. **a** KEGG enrichment analysis of upregulated different-expressed genes (DEGs) in IVG-NT oocytes compared with IVG oocytes from follicles cultured in vitro for six days. **b** KEGG enrichment analysis of downregulated DEGs in IVG-NT oocytes than IVG oocytes from follicles cultured in vitro for six days. **c** Cytoscape plots from DEGs and predicted transcription factors (with red circles) were given as an input to be used as potential regulators of the network. **d** GO terms of DEGs which are simultaneously targeted by the predicted transcription factors. **e** Definitions and GO enrichment analyses of ‘Activator’, ‘Sustainer’ and ‘Phenotype’ gene sets according to the overlap of DEGs from oocyte cultured in vitro for ten days (GV) and six days. Each group contains three samples from three independent experiments

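Day 6 alone gave 2384 DEGs ('activator'), day 10 alone gave 215 ('phenotype'), and 46 genes were DEGs on both days ('sustainer'). Of these 46, 16 were higher and 8 lower in IVG-NT on both days, and the others changed in opposite directions. Simulated data with no difference between groups, drawn without regard to the kinds of library, gave 1002, 1060 and 109 genes on average. The difference between the effects of NT-4 on day 10 and day 6, tested as an interaction in the same fit, passed 0.05 after adjustment for 0 genes by the quasi-likelihood test (1339 at an unadjusted P under 0.05) and for 165 by DESeq2's Wald test. A gene in only 1 of the lists was therefore not shown to differ between the days by the first of these tests. The number of sustainer genes was 171 with no filter on low counts and 19 by edgeR's exact test, and it was 23 to 27 without IVG replicate 2 or any 1 of the 3 IVG-NT libraries of day 10. The activator genes numbered 6253 without IVG-NT day 6 replicate 3, and 1569 and 1567 without IVG day 6 replicates 1 and 2; the phenotype genes numbered 125 to 133 without IVG replicate 2 or IVG-NT replicate 1 or 2. Across the other settings the activator genes ranged from 1116 with the replicate number as a block to 4569 among rRNA-rich libraries only, and the phenotype genes from 41 among rRNA-rich libraries only, with 97 by DESeq2's Wald test, to 376 with the kind of library as a covariate. The paper regards the genes found on both days as sustained by NT-4 during in vitro growth.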

DEGs (IVG-NT vs. IVG) dynamics (from Day 6 to Day 10) of oocytes during IVG were shown in Fig. 5E. ‘Activator’ and ‘phenotype’ gene sets contain genes only differed in Day 6 or Day 10 oocytes respectively, and the overlap of Day 6 and Day 10 DEGs were regarded as ‘sustainer’. The most prominent GO items of ‘activator’ gene set were biological functions related to DNA transcription, DNA replication, development maturation and Notch signaling pathway. DEGs of ‘phenotype’ gene set were enriched in cell fate commitment, angiogenesis, regulation of development growth, reproduction system development and regulation of apoptotic signaling pathway. DEGs sustained throughout the IVG process concentrated on biological functions of golgi subcompartment, neuroactive ligand-receptor interaction, peptide receptor activity, positive regulation of calcium-mediated signaling, regulation of vesicle-mediated transport, positive regulation of stress-activated MAPK cascade and positive regulation of ERK1 and ERK2 cascade.

### The effect of NT-4 in GCs during the IVG process

Granulosa cells were isolated from follicles cultured in vitro for six days. Enriching 126 DEGs (IVG-NT vs. IVG), we found that KEGG pathways related to chemical compound metabolism and steroid hormone biosynthesis were upregulated (Fig. 6a), and those getting involved in complement and coagulation cascades, fat digestion, and absorption were downregulated in IVG-NT group (Fig. 6b). The expression of *Fga* and *C3* (representative genes of complement and coagulation cascades pathways) were downregulated, and *Ugt1a7c* (representative genes of steroid hormone biosynthesis) was upregulated in the IVG-NT group than those in the IVG-C group (Fig. 6c, d and e).

**Fig. 6:**
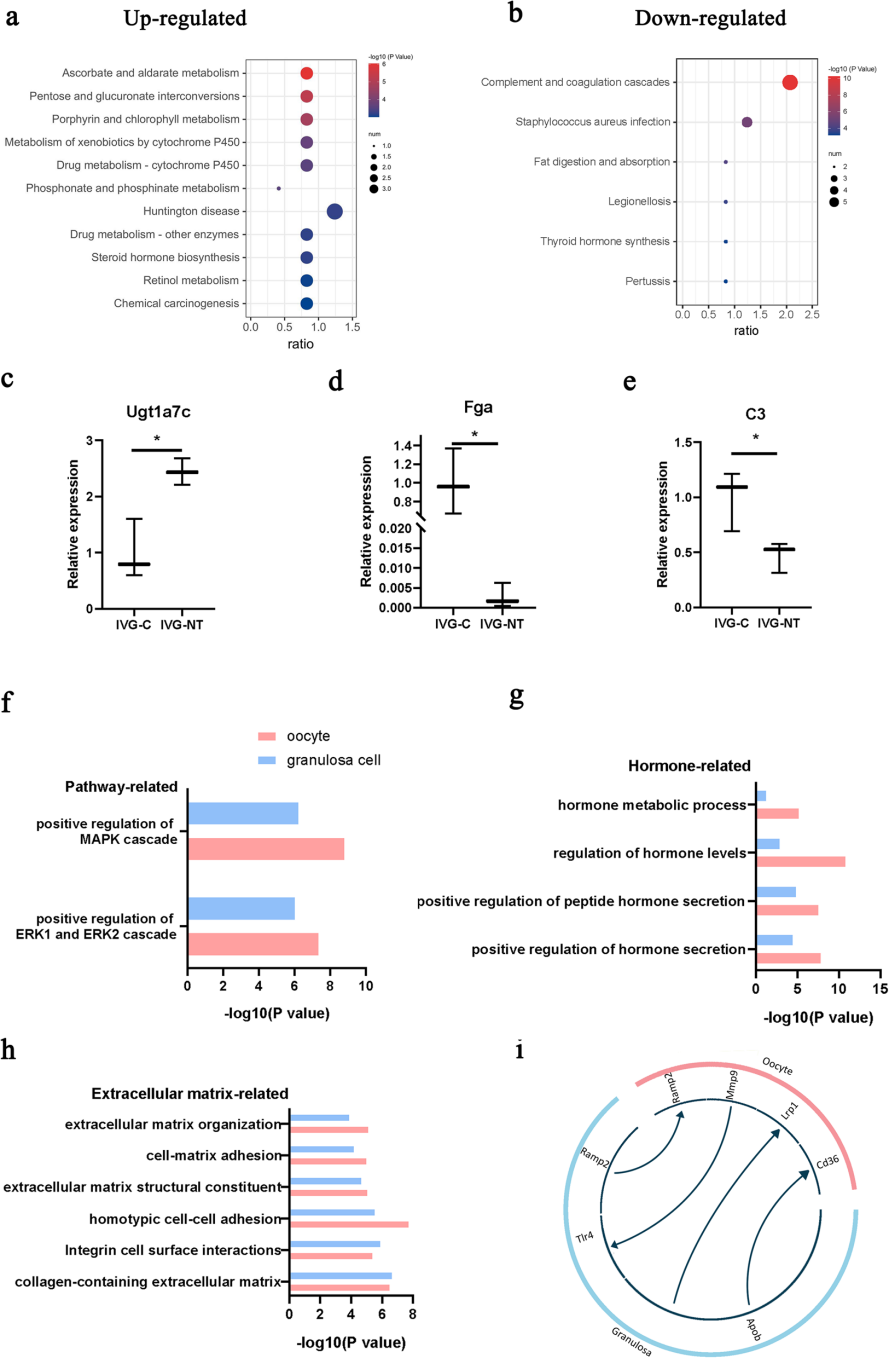
Effect of NT-4 on transcriptome of granulosa cells from Day 6 follicles and their interaction with oocyte. **a** KEGG enrichment of over-expressed genes of granulosa cells in IVG-NT group. **b** KEGG enrichment of over-expressed genes of granulosa cells in IVG group. **c**, **d**, **e** Quantitative RT-PCR detection of *Ugt1a7c* (c), *Fga* (d), *C3* (e) transcripts in granulosa cells from Day 6 follicles. *, *P* < 0·05. **f**, **g**, **h** The overlap of GO enrichment of oocyte and granulosa cells DEGs (IVG-NT vs. IVG), including pathway-related (f), hormone-related (g), and extracellular matrix-related (h). **i** The interaction between oocyte and granulosa cells from follicles cultured in vitro for six days (with or without NT-4) using CellTalkDB tool. Blue represents genes of granulosa cells, and pink represents genes of oocytes. The origin of arrows represents ligand, and the terminal represents receptor. Each group contains two granulosa cell samples from independent experiments

### The role of oocyte and granulosa cell communications in NT-4 supplementation

We performed the overlap analysis of GO enrichment of oocyte and granulosa cells DEGs (IVG-NT vs. IVG), and found overlapped GO items were enriched in pathway-related, hormone-related, and extracellular matrix-related biological processes (Fig. 6f, g, h). The Top 4 highly expressed L-R interactions were represented in a circle plot to characterize the L-R–mediated intercellular communication of oocytes and GCs (Fig. 6i).

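Of the oocyte genes named in Fig. 6i, Cd36 (ENSMUSG00000002944) had 13.1 ± 14.6 normalized CPM in IVG-NT day 6 and 125 ± 88.0 in IVG day 6 (SD, n = 3), a log2 fold change of -3.25 (adjusted p = 0.381 in edgeR's quasi-likelihood test). Lrp1 (ENSMUSG00000040249) had 242 ± 250 and 66.7 ± 49.4, a log2 fold change of 1.86 (standard error 1.36), and Ramp2 (ENSMUSG00000001240) 85.9 ± 129 and 8.47 ± 8.54, a log2 fold change of 3.34 (standard error 1.65). Mmp9 (ENSMUSG00000017737) had 178 counts in IVG-NT day 6 replicate 1 and 0 in the other 5 libraries of day 6. Cd36 and Mmp9 were DEGs by the unadjusted threshold, and none of the 4 passed the correction. With any 1 library of day 6 left out, the log2 fold change ranged from 0.56 to 4.55 for Ramp2 and from 0.70 to 2.46 for Lrp1. Ramp2 became a DEG without IVG-NT day 6 replicate 1 (3.92), IVG-NT day 6 replicate 3 (3.78) or IVG day 6 replicate 3 (4.55), and also with DESeq2's size factors (3.73), by DESeq2's Wald test, with no filter on low counts (3.27) and with the kind of library as a covariate (4.08). Lrp1 became one with that covariate (1.26) and among rRNA-rich libraries only (2.09). Mmp9 had no difference without IVG-NT day 6 replicate 1 and was not a DEG with the replicate number as a block. Ligands and receptors of granulosa cells are not analysed here.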

## Discussion

Our data showed that for mice, TRKB is mainly expressed in oocytes and targeted to GCs as primary follicles initiate growth, in line with previous studies [34]. Limited studies on the human ovary showed that TRKB was immunolocalized to the cytoplasm of oocytes in primordial follicles of human fetal ovaries (18 and 21 wk) [35]. In human adult ovaries [36], immunoreactivity is abundant in oocytes of preovulatory follicles, with lower stains in cumulus cells. Similarly, adult ovaries in our study displayed the location of TRKB in oocytes of primordial/primary and secondary follicles. Using RNA sequencing analysis, NT-4 has been identified as distinct stage-specific and preferentially expressed in human preantral and antral follicles [21]. With gene knock-out mice, a study indicated that the deficiency of TRKB resulted in a diminished number of secondary follicles and FSH receptor expression in the ovary [22]. In addition, a previous study [37] had noted the presence of NT-4 in human follicular fluid samples aspirated from follicles of women undergoing IVF, with a similar level to our data. In this study, we further discovered a positive relationship between oocyte maturation rate and FF NT-4, which, together with the dynamics expression of TRKB and NT-4 in mice and human ovaries, indicated the possible effect of NT-4 on preantral follicle growth.

As expected, we noted an improving effect of NT-4 on follicle growth and oocyte maturation in preantral follicle IVG. The average diameter of follicle and oocyte maturation rate of the control group (without NT-4) were similar to data reported previously [38, 39], revealing the reliability of our IVG system. In detail, a supplement of NT-4 had increased the diameter of follicles since the sixth day of IVG, as well as a significant higher level of steroid hormone production, and finally elevated the maturation rate of GV oocytes at the end of IVG. Collectively, NT-4 had a continuous effect on oocyte and granulosa cells at the preantral and antral follicle stages. Then we collected different cells (oocyte and granulosa cell) from different stages (Day 6 and Day 10) for transcriptome analysis to uncover the underlying mechanism.

Due to the transcription arrest during oocyte maturation, GV oocytes at the end of IVG before IVM were derived to assess the variation NT-4 had led to. Global RNA analysis (heatmap and PCA) of oocytes from follicles in IVV, IVG, and IVG-NT group revealed that NT-4 supplementation to some extent narrow the gap of genes express profile between IVV and IVG. The expression level of typical genes necessary for oogenesis and fully grown oocyte in IVG-NT group also fell in between IVV and IVG group, implicating the qualified biological control of IVG system and compensating effect of NT-4. We further discovered that genes related to neuroactive ligand-receptor interaction were downregulated in oocyte of IVG compared with IVV, supporting our attempt to enhance neuroendocrine regulation in IVG. Consistent with a lower maturation rate of oocytes derived from IVG follicles than IVV follicles, genes related to oocyte maturation and meiosis were also downregulated when cultured in vitro. Upregulated DEGs were highly enriched in pathways related to translation. This supports the notion that fully developed mammalian oocytes become transcriptionally silent prior to meiosis resumption, and standard meiotic is driven mainly by translational utilization of synthesized mRNAs. By translatome profiling, study [40] had found that numbers of transcripts were aberrantly translated in oocytes from aged females compared to young females, indicating that improper translation at the onset of meiosis leads to compromised oocyte quality.

Cross-over analyses with GV oocytes in IVV, IVG, and IVG-NT groups were conducted to understand the improving function of NT-4. Consistent with the notion, more DEGs were found when comparing IVV and IVG groups than groups with or without NT-4. Even so, ‘improve’ genes were found to gather in gamete development and meiosis process, such as actin filament-based process, actin filament organization and protein localization to cell periphery, indicating that the impairment in oocyte maturation of IVG may partly recover with NT-4 supplementation by improvement in actin filament dynamics which has been reported to play important roles during oocyte meiosis [41]. To find the upstream master regulators, driver transcription factors and their protein interaction network were established. One of the driver transcription factors, *Trp53*, is the downstream effector of the neurotrophin signaling pathway activated by NT-4 and TRKB. The function enrichment also indicated that this network referred to PI3K-Akt signaling pathway, cell development, and proliferation. PI3K-Akt signaling pathway has been validated to mediate the organization of F-actin and translocation of the spindle during mouse oocyte meiosis [42]. Collectively, we speculate that NT-4 may upregulate the expression of *Trp53* by neurotrophin signaling pathway, followed by regulation of PI3K-Akt signaling pathway and subsequent organization of F-actin, and thus improve the maturation of GV oocytes.

Oocytes and GCs from preantral follicles on the sixth day of IVG were collected to assess the early effect of NT-4. For oocytes, we found that genes related to calcium signaling and ECM-receptor interaction were upregulated by NT-4 compared with the control group. One of the predicted transcription factors, *Nfkb1*, was also the downstream effector of the neurotrophin signaling pathway. Key regulation network of DEGs referred to pathways essential to oocyte maturation, such as response to cAMP [43], calcium homeostasis [44], actin reorganization [42]. In line with the increasing diameter and hormone production, genes related to response to estradiol and cell proliferation were upregulated by using NT-4. Moreover, establishing stage-specific NT-4 regulation profile, we found that NT-4 mainly regulated the transcription process at the beginning and influenced the cell fate and development growth at the end of IVG. Neurocrine adjustment, calcium-mediated signaling, and vesicle-mediated transport were constantly adjusted by NT-4 during the IVG process, possibly by MAPK cascade or ERK1 and ERK2 cascade.

For GCs, as anticipated, genes upregulated by NT-4 were involved in steroid hormone biosynthesis. Interestingly, complement and coagulation cascades were downregulated by NT-4. Protein in the complement system makes up the major part of mammalian follicular fluid, inducing an aseptic inflammation for follicular rupture and ovulation [45]. However, since granulosa cell samples were collected from the preantral follicles on the sixth day of IVG, advanced stimulation of the complement system and premature induction of the ovulatory process may impair oocyte quality and embryo outcomes, as previously reported [46].

Constructing the cell communication network, we discovered that NT-4 might get involved in the interaction of oocyte and granulosa cells through hormone and extracellular matrix. The effect of NT-4 may be mediated by the connection of ApoB in granulosa cells with CD36 and LRP1 in oocytes. Studies have shown that oocytes from aged mice [47] and obesity females [48] show higher expression of *CD36*, suggesting the elevated lipid uptake. LRP1 is reported to play an essential part in lipid degradation, including ApoB [49]. Collectively, reduced lipid uptake and elevated lipid degradation in IVG-NT oocytes may to some extend recover the inflammation damage induced by abnormal lipid metabolism in IVG environment.

Our research has several limitations. Due to the preciousness of human specimens and irregular distribution of follicles in the human ovary, the detection of TRKB at various stages of folliculogenesis is still inadequate. Though we have collected 15 oocyte samples with different treatments for high-throughput sequencing analyses, the hypotheses about the mechanism require further verification. Owing to the restricted amount of granulosa cells derived from the single-follicle culture system, only two samples of granulosa cells in each group were gathered for bulk RNA-seq analysis. In addition, we hope that with consistent improvement, a preliminary experiment of applying NT-4 in human preantral follicle IVG could be conducted for further clinical application.

To sum up, in this study, we have confirmed the dynamics location of TRKB in human and mice ovaries, as well as a positive relationship between human oocyte maturation and FF NT-4 level, which supports the supplement of NT-4. To the best of our knowledge, this is the first study to find the improving effect of NT-4 on preantral follicle IVG applying mice model, with the goal of developing a more effective and safe method for female fertility preservation. Single-cell RNA sequencing of oocyte combined with cell-specific network analysis (oocyte and granulosa cell) was conducted to uncover the underlying mechanism of effect, which is also the first high-throughput data comparing oocyte derived from preantral follicle IVG versus in vivo. In conclusion, our data suggest that NT-4 is involved in ovarian physiology and may serve as a potentially effective approach to improving the efficiency of preantral follicle IVG for fertility preservation.

## Conclusions

For the first time, we observe the improving effect of NT-4 on preantral follicle IVG applying the mice model, with the goal of developing a more effective and safe method for female fertility preservation. Single-cell RNA sequencing of oocyte combined with cell-specific network analysis (oocyte and granulosa cell) was conducted to uncover the underlying mechanism of effect, which is also the first high-throughput data comparing oocyte derived from preantral follicle IVG versus in vivo. Collectively, our data suggest that NT-4 is involved in ovarian physiology and may serve to improve the efficiency of preantral follicle IVG for fertility preservation.

## Data Availability

Sequence data from this article have been deposited with the DDBJ/EMBL/GenBank Data Libraries under Accession GSE177031 (GSE176516 for oocyte sequence and GSE177030 for granulosa cell sequence).

## Abbreviations

IVG: In-vitro-grow
NT-4: Neurotrophin-4
TRKB: Tropomyosin-related kinase B
FF: Follicular fluid
FP: Fertility preservation
IVF: In vitro fertilization
ICSI: Intracytoplasmic sperm injection
BSA: Bovine serum albumin
COH: Controlled ovarian hyperstimulation
COCs: Cumulus oocyte complexes
GC: Granulosa cell
CCs: Cumulus cells
PCA: Principal Component Analysis
DEGs: Differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
GSEA: Gene Set Enrichment Analysis
PPI: Protein–protein network
BMI: Body mass index
AMH: Anti-Müllerian hormone
Gn: Gonadotrophin

## References

[1] Martinez F (2017). Update on fertility preservation from the Barcelona International Society for Fertility Preservation-ESHRE-ASRM 2015 expert meeting: indications, results and future perspectives. Hum Reprod.

[2] Oktay K, Harvey BE, Partridge AH, Quinn GP, Reinecke J, Taylor HS (2018). Fertility preservation in patients with cancer: ASCO clinical practice guideline update. J Clin Oncol.

[3] Yaron Y, Ochshorn Y, Amit A, Kogosowski A, Yovel I, Lessing JB (1998). Oocyte donation in Israel: a study of 1001 initiated treatment cycles. Hum Reprod.

[4] Drakopoulos P, Blockeel C, Stoop D, Camus M, de Vos M, Tournaye H (2016). Conventional ovarian stimulation and single embryo transfer for IVF/ICSI. How many oocytes do we need to maximize cumulative live birth rates after utilization of all fresh and frozen embryos?. Hum Reprod.

[5] Yin H, Kristensen SG, Jiang H, Rasmussen A, Andersen CY (2016). Survival and growth of isolated pre-antral follicles from human ovarian medulla tissue during long-term 3D culture. Hum Reprod.

[6] Horicks F, Van Den Steen G, Gervy C, Clarke HJ, Demeestere I (2018). Both in vivo FSH depletion and follicular exposure to Gonadotrophin-releasing hormone analogues in vitro are not effective to prevent follicular depletion during chemotherapy in mice. Mol Hum Reprod.

[7] Hu Y, Betzendahl I, Cortvrindt R, Smitz J, Eichenlaub-Ritter U (2001). Effects of low O2 and ageing on spindles and chromosomes in mouse oocytes from pre-antral follicle culture. Hum Reprod.

[8] Hardy K, Fenwick M, Mora J, Laird M, Thomson K, Franks S (2017). Onset and heterogeneity of responsiveness to FSH in mouse preantral follicles in culture. Endocrinology.

[9] Thomas FH, Armstrong DG, Telfer EE (2003). Activin promotes oocyte development in ovine preantral follicles in vitro. Reprod Biol Endocrinol.

[10] Kamalamma P, Kona SS, Praveen CV, Siva KA, Punyakumari B, Rao VH (2016). Effect of leptin on in vitro development of ovine preantral ovarian follicles. Theriogenology.

[11] Xu J, Bishop CV, Lawson MS, Park BS, Xu F (2016). Anti-Müllerian hormone promotes pre-antral follicle growth, but inhibits antral follicle maturation and dominant follicle selection in primates. Hum Reprod.

[12] Tkachenko OY, Wolf S, Lawson MS, Ting AY, Rodrigues JK, Xu F (2021). Insulin-like growth factor 2 is produced by antral follicles and promotes preantral follicle development in macaques†. Biol Reprod.

[13] Baba T, Ting AY, Tkachenko O, Xu J, Stouffer RL (2017). Direct actions of androgen, estrogen and anti-Müllerian hormone on primate secondary follicle development in the absence of FSH in vitro. Hum Reprod.

[14] Rodrigues JK, Navarro PA, Zelinski MB, Stouffer RL, Xu J (2015). Direct actions of androgens on the survival, growth and secretion of steroids and anti-Müllerian hormone by individual macaque follicles during three-dimensional culture. Hum Reprod.

[15] Xia X, Wang T, Yin T, Yan L, Yan J, Lu C (2015). Mesenchymal stem cells facilitate in vitro development of human preantral follicle. Reprod Sci.

[16] Aziz A, Fu M, Deng J, Geng C, Luo Y, Lin B, et al. A Microfluidic Device for Culturing an Encapsulated Ovarian Follicle. Micromachines (Basel). 2017;8(11):335.10.3390/mi8110335PMC619001630400524

[17] Welt CK, Schneyer AL (2001). Differential regulation of inhibin B and inhibin a by follicle-stimulating hormone and local growth factors in human granulosa cells from small antral follicles. J Clin Endocrinol Metab.

[18] McLaughlin M, Albertini DF, Wallace W, Anderson RA, Telfer EE (2018). Metaphase II oocytes from human unilaminar follicles grown in a multi-step culture system. Mol Hum Reprod.

[19] Chang HM, Wu HC, Sun ZG, Lian F, Leung P (2019). Neurotrophins and glial cell line-derived neurotrophic factor in the ovary: physiological and pathophysiological implications. Hum Reprod Update.

[20] Streiter S, Fisch B, Sabbah B, Ao A, Abir R (2016). The importance of neuronal growth factors in the ovary. Mol Hum Reprod.

[21] Zhang Y, Yan Z, Qin Q, Nisenblat V, Chang HM, Yu Y (2018). Transcriptome Landscape of Human Folliculogenesis Reveals Oocyte and Granulosa Cell Interactions. Mol Cell.

[22] Kerr B, Garcia-Rudaz C, Dorfman M, Paredes A, Ojeda SR (2009). NTRK1 and NTRK2 receptors facilitate follicle assembly and early follicular development in the mouse ovary. Reproduction.

[23] Skory RM, Xu Y, Shea LD, Woodruff TK (2015). Engineering the ovarian cycle using in vitro follicle culture. Hum Reprod.

[24] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[25] Kovaka S, Zimin AV, Pertea GM, Razaghi R, Salzberg SL, Pertea M (2019). Transcriptome assembly from long-read RNA-seq alignments with StringTie2. Genome Biol.

[26] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[27] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[28] Han H, Cho JW, Lee S, Yun A, Kim H, Bae D (2018). TRRUST v2: an expanded reference database of human and mouse transcriptional regulatory interactions. Nucleic Acids Res.

[29] Szklarczyk D, Gable AL, Lyon D, Junge A, Wyder S, Huerta-Cepas J (2019). STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res.

[30] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

[31] Shao X, Liao J, Li C, Lu X, Cheng J, Fan X. CellTalkDB: a manually curated database of ligand-receptor interactions in humans and mice. Brief Bioinform. 2020;22(4):bbaa269.10.1093/bib/bbaa26933147626

[32] Shimamoto S, Nishimura Y, Nagamatsu G, Hamada N, Kita H, Hikabe O (2019). Hypoxia induces the dormant state in oocytes through expression of Foxo3. Proc Natl Acad Sci U S A.

[33] Evsikov AV, Graber JH, Brockman JM, Hampl A, Holbrook AE, Singh P (2006). Cracking the egg: molecular dynamics and evolutionary aspects of the transition from the fully grown oocyte to embryo. Genes Dev.

[34] Paredes A, Romero C, Dissen GA, DeChiara TM, Reichardt L, Cornea A (2004). TrkB receptors are required for follicular growth and oocyte survival in the mammalian ovary. Dev Biol.

[35] Anderson RA, Robinson LL, Brooks J, Spears N (2002). Neurotropins and their receptors are expressed in the human fetal ovary. J Clin Endocrinol Metab.

[36] Seifer DB, Feng B, Shelden RM (2006). Immunocytochemical evidence for the presence and location of the neurotrophin-Trk receptor family in adult human preovulatory ovarian follicles. Am J Obstet Gynecol.

[37] Seifer DB, Feng B, Shelden RM, Chen S, Dreyfus CF (2002). Neurotrophin-4/5 and neurotrophin-3 are present within the human ovarian follicle but appear to have different paracrine/autocrine functions. J Clin Endocrinol Metab.

[38] Lebbe M, Taylor AE, Visser JA, Kirkman-Brown JC, Woodruff TK, Arlt W (2017). The Steroid Metabolome in the Isolated Ovarian Follicle and Its Response to Androgen Exposure and Antagonism. Endocrinology.

[39] Xiao S, Duncan FE, Bai L, Nguyen CT, Shea LD, Woodruff TK (2015). Size-specific follicle selection improves mouse oocyte reproductive outcomes. Reproduction.

[40] Del LE, Masek T, Gahurova L, Pospisek M, Koncicka M, Jindrova A (2020). Age-related differences in the translational landscape of mammalian oocytes. Aging Cell.

[41] Zhang Y, Wu LL, Wan X, Wang HH, Li XH, Pan ZN (2019). Loss of PKC mu function induces cytoskeletal defects in mouse oocyte meiosis. J Cell Physiol.

[42] Zheng P, Baibakov B, Wang XH, Dean J (2013). PtdIns(3,4,5)P3 is constitutively synthesized and required for spindle translocation during meiosis in mouse oocytes. J Cell Sci.

[43] Li HJ, Sutton-McDowall ML, Wang X, Sugimura S, Thompson JG, Gilchrist RB (2016). Extending prematuration with cAMP modulators enhances the cumulus contribution to oocyte antioxidant defence and oocyte quality via gap junctions. Hum Reprod.

[44] Huang N, Yu Y, Qiao J (2017). Dual role for the unfolded protein response in the ovary: adaption and apoptosis. Protein Cell.

[45] Paes VM, Liao SF, Figueiredo JR, Willard ST, Ryan PL, Feugang JM (2019). Proteome changes of porcine follicular fluid during follicle development. J Anim Sci Biotechnol.

[46] Pohler KG, Geary TW, Atkins JA, Perry GA, Jinks EM, Smith MF (2012). Follicular determinants of pregnancy establishment and maintenance. Cell Tissue Res.

[47] Um DE, Shin H, Park D, Ahn JM, Kim J, Song H (2020). Molecular analysis of lipid uptake- and necroptosis-associated factor expression in vitrified-warmed mouse oocytes. Reprod Biol Endocrinol.

[48] Minge CE, Bennett BD, Norman RJ, Robker RL (2008). Peroxisome proliferator-activated receptor-gamma agonist rosiglitazone reverses the adverse effects of diet-induced obesity on oocyte quality. Endocrinology.

[49] Haas ME, Attie AD, Biddinger SB (2013). The regulation of ApoB metabolism by insulin. Trends Endocrinol Metab.

How the deposited data were processed for this re-analysis (not part of the article)

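The data come from pools of 6 mouse oocytes, each pool amplified with SMART-Seq2 into 1 library, in 15 libraries of 5 groups of 3: germinal vesicle oocytes grown in vivo (IVV), oocytes of follicles grown in vitro to day 10 without NT-4 (IVG) or with 100 ng/mL NT-4 (IVG-NT), and oocytes of follicles grown to day 6 without and with it. Group and replicate number were taken from the sample titles, which number the IVV libraries 2, 3 and 4. The granulosa cell libraries, the imaging, hormone and qRT-PCR data were not used here.

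The authors removed adaptors and reads of low quality (below 20), aligned the rest to mm10 with HISAT2, quantified with StringTie, and deposited counts per Ensembl gene for each library without normalization. The values are whole numbers whose totals differ between libraries, and they were read as raw counts. For the oocyte libraries the paper's text does not state how the counts per gene were taken, nor the annotation release; it names an Ensembl release for the granulosa cells only. Of the 55401 gene identifiers, 99.5% have a symbol in the GENCODE vM21 annotation of GRCm38 used here.

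Total counts per library are given beside the first result of each experiment. Of all identifiers, 36497 had a count in at least 1 library. Between libraries of a group, the chi-square per gene of the counts in genes with at least 10 counts, with the totals of both libraries allowed for, was 48.4 to 1605, so the libraries differ far more than counting error allows, and every error given is the spread between libraries. Identical values in 2 libraries of a group made up 3.20% to 36.3% of the genes tested, so no library repeats another. Spearman correlations between libraries of a group and of the same kind were 0.96 in IVV, 0.94 in IVG and IVG-NT, 0.87 in IVG day 6 and 0.51 in IVG-NT day 6.

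A property of the libraries runs across the groups. In 9 libraries the annotated rRNA gene CT010467.1 took 12.5% to 37.9% of counts (rRNA-rich: IVV replicate 3 and replicates 1 and 2 of each in vitro group), and in 6 libraries under 1% (rRNA-poor). The paper takes the samples of each group from replicated experiments whose groups were run in parallel, without saying which samples share an experiment, and the kind follows the replicate number in the 4 in vitro groups. Batches of library preparation or sequencing are not named for the oocytes. The limit of 5% was set after the shares had been seen, and the kind of library was used only in added settings.

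Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Genes were kept by edgeR's filterByExpr (minimum count 10), which left 21009 genes, normalized by TMM and tested with the quasi-likelihood F test in 1 fit of group means over all 15 libraries, which assumes a like spread in every group. A DEG has a log2 fold change beyond 1 and an unadjusted P under 0.05, the paper's threshold. The Benjamini-Hochberg adjustment was made per comparison over all genes tested, and for the 8 control genes of Fig. 3c over that list as well. Single genes were compared with two-sided exact permutation tests on log2 CPM, for which the smallest p with 3 libraries against 3 is 0.1. FPKM were computed from the counts with the length of the union of each gene's exons and all counts of the library as the total. Principal components and Euclidean distances used log2 CPM with a prior count of 2 over genes with a coefficient of variation above 0.5.

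The KEGG sets are not in the reference files, so 18 lists of gene symbols stand in for them. These lists are ribosomal proteins, nuclear and mitochondrial genes of oxidative phosphorylation, ubiquitin-mediated proteolysis, protein processing in the endoplasmic reticulum, RNA degradation, RNA transport, DNA replication, nucleotide excision repair, base excision repair, olfactory receptors, neuroactive receptors, calcium signaling, ECM-receptor interaction, and markers of granulosa cells, theca and stroma, macrophages and oocytes. They were tested with camera (inter-gene correlation 0.01) and beside it with fry, with Benjamini-Hochberg adjustment over all lists and the 4 comparisons. A list's median is that of the fitted log2 fold changes. With genes at 0 in all libraries of 1 group set to their bound against 3 counts over the group, the medians reported for IVG against IVV moved by at most 0.05, and those of day 6 moved by under 0.1 except for the markers of theca and stroma (from 0.21 to 0.42) and of macrophages (from 1.48 to 3.55). For IVG-NT against IVG the olfactory receptors moved from 0 to 0.17.

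The comparisons, thresholds, tests, gene lists, most alternatives and the rule for naming genes were set before the data were examined. By that rule every gene the paper names for oocytes is reported, and for each comparison the 3 genes higher and the 3 lower with the smallest p among those with an adjusted p under 0.05 and all libraries of 1 group above all of the other; where none passes, the 3 and 3 with the smallest p, said to fail the correction. The alternatives were DESeq2's size factors in place of TMM, DESeq2's Wald test, edgeR's exact test on the 2 groups compared, no filter on low counts, only the 2 groups in the fit, the replicate number as a block, and leaving out each library in turn. For the distances they were all genes, CPM without the log, and 1 minus Spearman's correlation.

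Whether equally numbered libraries form pairs was checked on the correlation of their deviations from the group means. For IVG-NT and IVG on day 10 these were 0.37 to 0.73, and 0.14 to 0.37 with the kind of library removed, so the blocked count is given beside the unblocked one. On day 6 they were 0.08 to 0.33, and -0.36 to -0.01 with the kind removed, and for the numbers that IVV shares with IVG and IVG-NT they were negative, from -0.52 to -0.28. With the kind removed these 2 numbers gave 0.08 to 0.18, slightly above the pairs with unequal numbers (-0.14 to 0.08), and 2 pairs are too few to take them as paired. The blocked counts of DEGs against IVV were 534 for IVG and 556 for IVG-NT.

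The tests were checked on simulated data. In counts drawn independently for each gene from its mean over all libraries and its fitted spread, with 200 of 21009 genes changed by 4 on the log2 scale between IVG and IVV, the quasi-likelihood test called 82.5% of the changed genes at the DEG threshold together with 1160 unchanged ones, and after adjustment it passed 0.5% of the changed genes and 0 unchanged. DESeq2's Wald test called 85.5% with 1807 unchanged ones (53.5% and 215 after adjustment), edgeR's exact test 83% with 1168 (18.5% and 21), and the quasi-likelihood test with only the 2 groups in the fit 80.5% with 1135 (3% and 6). In a second simulation the 115 genes of RNA transport were moved by 1, and camera called that list (adjusted p = 8.29e-06) and 0 others. Genes were drawn independently there as well, so false calls from correlated genes within a list could not appear. In other splits of the real libraries, camera called 2 to 6 lists for IVG with IVV and 1 to 5 for IVG-NT with IVG. Groups without any difference were simulated 20 times from the same spreads, for the number of DEGs and of overlaps without an effect. These spreads include the difference between the kinds of library (common dispersion 1.56 without and 1.13 with the kind in the design). The simulated groups do not hold the kinds as the real groups do, so their numbers are not those expected for the real groups.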

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

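The use of the medians with 1 library left out to judge whether 1 library is the cause is among the tests chosen only after the result was seen.

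The 13 protein-coding genes of the mitochondrial genome, which the paper does not discuss for oocytes treated with NT-4, were higher in IVG-NT than in IVG on day 10: the median log2 fold change was 0.69, 13 of 13 genes (100%) were higher, and camera with Benjamini-Hochberg adjustment gave p = 1.60e-05 after adjustment. Over the alternatives of the whole-group comparison the median was 0.64 to 0.71, with adjusted p from 6.69e-07 to 1.58e-04. The list was written before the counts were seen, and the difference is a signal in genes outside those the paper reports on for this comparison. The mean of log2 CPM of these genes was 6.27 ± 0.37 (SD, n = 3) in IVG and 6.90 ± 0.20 in IVG-NT, and the 3 IVG-NT libraries lay above the 3 IVG libraries (exact permutation test, p = 0.1, the smallest that 20 assignments allow).

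Single libraries and the kind of library are excluded as the cause. With any 1 library left out the median stayed positive, the lowest being 0.51 without IVG-NT replicate 3, with adjusted p up to 0.0124 (without IVG replicate 1). In the 3 pairs of equally numbered libraries, each of 1 kind, the median difference was 0.76, 0.46 and 0.66, and 13, 11 and 12 of the 13 genes were higher in IVG-NT.

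The strength of the evidence stays open. Each of the 10 splits of the IVG and IVG-NT libraries, the real one included, gave at least 1 list called by camera. Fry, which estimates the correlation between genes from the libraries, gave an adjusted p of 0.927 for the same list, and these genes lie on 1 polycistronic genome, so their number adds little independent evidence. Against IVV the same genes were lower in both in vitro groups, by -1.31 in IVG and by -0.67 in IVG-NT (adjusted p = 0.450). The share of counts on all genes of the mitochondrial genome, its rRNA genes included, does not follow this: it was 0.825% to 0.925% in IVV, 0.612% to 1.11% in IVG and 0.738% to 1.23% in IVG-NT, above every IVV library in 2 of 3 libraries of each in vitro group. Between IVG and IVG-NT this share rose less than the protein-coding genes, from 1.05% to 1.12%, from 1.11% to 1.23% and from 0.612% to 0.738% in the 3 pairs, and the log2 fold changes of mt-Rnr1 and mt-Rnr2 were 0.27 and 0.23. On day 6 the median of the 13 protein-coding genes for IVG-NT against IVG was 0.52 (adjusted p = 0.118), and the difference between the days was not shown (interaction 0.35, adjusted p = 0.993). The share of mitochondrial reads with another origin, such as residual granulosa cells, and the number of mitochondrial genomes were not tested. The difference may reflect a larger part of mRNA from the mitochondrial genome with NT-4, as counts give no amount per oocyte, a hypothesis found and tested on the same data that rests on 0.46 as the smallest pairwise difference.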

How the results depend on the processing

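The settings with the kind of library as a covariate, with rRNA-rich libraries only and with same-kind pairs were chosen only after the data were seen. Where a value below differs from the one reported, the cause was not tested, except that fewer libraries or a different number of tested genes follow from the setting itself. DESeq2's Wald test and edgeR's exact test were not run for the gene lists.

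No setting gave a control gene past 0.05 after adjustment over the list of 8 alone, the quasi-likelihood test with each library left out included. The ribosomal protein genes were lower in IVG and in IVG-NT than in IVV, and the mitochondrially encoded genes higher in IVG-NT than in IVG, past the threshold in every setting run. Nuclear oxidative phosphorylation genes stayed lower than in IVV in all settings.

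With DESeq2's size factors every count of genes stayed within 1.5 times the reported one. Zp1 reversed (-0.12 in IVG and -0.19 in IVG-NT against IVV), as did calcium signaling on day 6 (0.20) and, for IVG against IVV, DNA replication (-0.14), RNA degradation (-0.13) and ubiquitin-mediated proteolysis (-0.00505). These size factors move the median of all genes from -0.20 to -0.39 for IVG against IVV, from -0.19 to -0.36 for IVG-NT against IVV and from -0.27 to 0.003 on day 6. Relative to the median of all genes, the last 3 lists stayed above it in both scalings.

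DESeq2's Wald test gave 68, 90, 51 and 654 genes after adjustment for IVG against IVV, IVG-NT against IVV, IVG-NT against IVG and day 6, and 165 for the interaction, where the quasi-likelihood test gave 0. It called 153 DEGs between IVG-NT and IVG, 93 of them among the 261, and Zp1 reversed (-0.12 and -0.19). On simulated data, 215 genes passed this test after adjustment without having been changed.

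edgeR's exact test gave 1401, 1181, 155 and 1169 DEGs in the order above, and 13, 20, 1 and 36 genes after adjustment. The overlaps of the comparisons with IVV were 256 higher and 241 lower, 904 genes entered the improve set, and 19 were sustainer genes.

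With no filter on low counts there were 1637 DEGs between IVG and IVV, 1580 between IVG-NT and IVV and 4022 on day 6. After adjustment 1, 1 and 881 genes passed for IVG against IVV, IVG-NT against IVG and day 6, and 165 for the interaction. The overlap lower than IVV was 918, the improve set 610, the sustainer genes 171, and 17 gene lists were called in place of 9.

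With only the 2 groups in the fit, the DEGs numbered 1170 between IVG and IVV, 144 between IVG-NT and IVG and 1328 on day 6 (1 after adjustment), the overlap higher than IVV 256, the improve set 754 and the sustainer genes 24. Medians of gene lists near 0 reversed: calcium signaling (0.00218 for IVG against IVV and 0.0386 on day 6), nucleotide excision repair (0.0857), protein processing in the endoplasmic reticulum (0.0350) and RNA transport (0.0725).

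With the replicate block, the DEGs numbered 127 between IVG-NT and IVG and 1138 on day 6, the overlaps with IVV 15 higher and 237 lower, and the sustainer genes 22. Against IVV, Foxo3 reversed (-0.96 in IVG and -1.19 in IVG-NT), as did Zp1 (-0.0749 and -0.12) and, in IVG-NT, Egr1 (-0.11), Stat3 (-0.13) and Suv39h1 (-0.38). Rela on day 6 reversed (-0.15), and so did the lists of DNA replication (-0.0526), RNA degradation (-0.0389) and ubiquitin-mediated proteolysis (-0.0419) for IVG against IVV and the neuroactive receptors on day 6 (-0.35). The block holds 2 numbers that IVV shares with the in vitro groups, whose libraries of the same number are of different kinds.

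With the kind of library as a covariate, 427 genes were DEGs between IVG-NT and IVG, and the overlap lower than IVV was 269. In IVG-NT against IVV, Foxo3 (-0.0164), Stat3 (-0.0418), Zp1 (-0.0454) and Rac1 (0.0159) reversed, as did Rela (-0.22) and the neuroactive receptors (-0.14) on day 6, and nucleotide excision repair (0.26), protein processing in the endoplasmic reticulum (0.0730) and RNA transport (0.15) for IVG against IVV. Among rRNA-rich libraries only, where IVV has 1 library that is assumed to vary like the others, there were 69 DEGs between IVG-NT and IVG and 4597 on day 6. There Gm48453, Gm20597, Slc7a14, Gm11525, Capn2, St8sia5 and Slc1a3 were no longer DEGs in the comparisons that name them, and Arf6 became one in IVG against IVV (-2.69). The overlap higher than IVV was 172, the improve set 213 and the sustainer genes 28. Reversed were Zp3 in IVG (0.0261), Zp1 (-0.0578 in IVG and -0.0332 in IVG-NT), Suv39h1 (-1.25 and -1.38), Stat3 in IVG-NT (-0.14), nucleotide excision repair (0.21) and RNA transport (0.15).

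Leaving out 1 library at a time moved the counts more than most settings. DEGs ranged from 212 (without IVG replicate 1) to 1164 (without IVG replicate 3) between IVG and IVV, from 276 (without IVG-NT replicate 1) to 1237 (without IVG-NT replicate 3) between IVG-NT and IVV, from 149 (without IVG-NT replicate 1) to 287 between IVG-NT and IVG, and from 1604 (without IVG day 6 replicate 2) to 6312 (without IVG-NT day 6 replicate 3) on day 6. After adjustment, day 6 gave 0 to 2581 genes and the interaction 0 to 1456, both highest without IVG-NT day 6 replicate 3. The overlaps ranged from 34 to 350 (higher) and from 36 to 128 (lower), the improve set from 130 to 959, the sustainer genes from 23 to 59 and the gene lists called from 8 to 12. The difference in distance to IVV ranged from -38.1 (without IVG-NT replicate 3) to 20.9 (without IVG replicate 3).

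Genes and lists that changed direction with 1 library left out had these ranges. For IVG against IVV they were -3.38 to 0.19 for Ntrk2, -0.26 to 1.35 for Suv39h1, -0.0706 to 0.27 for Zp1, -0.19 to 0.29 for calcium signaling, -0.42 to 0.12 for neuroactive receptors, -0.0919 to 0.15 for DNA replication, 0.00615 to 0.10 for nucleotide excision repair, -0.0781 to 0.17 for protein processing in the endoplasmic reticulum and -0.0604 to 0.0665 for RNA transport. For IVG-NT against IVV they were -1.03 to 0.44 for Arf6, -0.85 to 0.10 for Rac1, -0.11 to 0.81 for Stat3, -0.37 to 1.08 for Suv39h1 and -0.12 to 0.32 for Zp1. On day 6 they were -3.78 to 4.23 for Jun, -1.19 to 0.60 for Rela, -0.45 to 0.40 for calcium signaling, -1.01 to 0.84 for ECM-receptor interaction, -1.01 to 0.65 for neuroactive receptors, -0.45 to 0.23 for base excision repair, with 0 when no library is left out, and -0.19 to 1.53 for olfactory receptors.

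Depth limits what IVG-NT day 6 replicates 1 and 2, with 5.95 and 7.13 M counts, can show of rare transcripts. Detection depends on depth in the other libraries as well: thinned to 4170984 counts without the rRNA gene, IVV replicate 2 had 19844 genes with a count in place of 22965.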

Differences from the paper's values

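The tests with the kind of library as a covariate and with rRNA-rich libraries only were chosen only after the result was seen; the other alternatives named here were set before the data were examined.

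Numbers of DEGs in Fig. 4a were read by eye from the figure. Genes lower in IVG than in IVV were about 750 in the paper's Fig. 4a and 402 here. Of the 12 alternatives set before the data were examined, edgeR's exact test and leaving out IVG replicate 3 come within 1.5 times of it and the others do not; the kind of library as a covariate, chosen after seeing the values, also does (545). Genes higher in IVG-NT than in IVV were about 73 in the paper's Fig. 4a and 131 here. DESeq2's size factors and leaving out IVV replicate 2, IVV replicate 4, IVG-NT replicate 1 or IVG-NT replicate 2 come within 1.5 times, and the other 7 alternatives do not. Genes lower in IVG-NT than in IVV were about 890 in the paper's Fig. 4a and 560 here; edgeR's exact test, only the 2 groups in the fit and leaving out IVG-NT replicate 3 come within 1.5 times, the other 9 do not, and the kind of library as a covariate, chosen after seeing the values, does (704).

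Between IVG-NT and IVG, about 36 genes were higher in the paper's Fig. 4a and 92 here. DESeq2's Wald test, edgeR's exact test, only the 2 groups in the fit, the replicate block and leaving out IVG replicate 1 or IVG replicate 2 come within 1.5 times, and the other 6 do not. About 70 genes were lower in IVG-NT in the paper's Fig. 4a and 169 here; the first 4 of those settings and leaving out IVG-NT replicate 1 or IVG-NT replicate 2 come within 1.5 times, and the other 6 do not.

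For genes higher in both IVG and IVG-NT than in IVV, the paper's text gives 151 and its Fig. 4b about 44, where 90 were found here. Within 1.5 times of the text's number are no filter on low counts and leaving out IVG replicate 3 or IVG-NT replicate 3, and, chosen after seeing the values, the kind of library as a covariate (114) and rRNA-rich libraries only (172). Within 1.5 times of the figure's number are DESeq2's size factors and leaving out IVV replicate 2, IVV replicate 4, IVG replicate 1, IVG replicate 2, IVG-NT replicate 1 or IVG-NT replicate 2. The other alternatives of 15 set before the data were examined reach neither. For genes lower in both, the paper's Fig. 4b shows about 500 against 129 here, and none of the 15 alternatives comes within 1.5 times; the text's number does not differ from the one here by that measure.

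For genes higher in both IVV and IVG than in IVG-NT the paper's text gives 18 and 126 were found here. Leaving out IVG-NT replicate 1 comes within 1.5 times (27), the other 14 alternatives do not, and rRNA-rich libraries only, chosen after seeing the values, does (24). For genes lower in both the paper's text gives 14 and 5 were found here, and none of the 15 alternatives comes within 1.5 times. The improve set holds 139 genes in the paper's text and 360 here; leaving out IVG replicate 1 or IVG replicate 2 comes within 1.5 times and the other 13 alternatives do not.

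Principal component 1 holds about 28% of the variance in the paper's Fig. 3a, read by eye, and 49.7% here, and none of the 12 alternatives comes within 1.5 times.

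The paper places IVG-NT oocytes between IVV and IVG in its principal components, whereas here the mean distance to IVV was larger from IVG-NT (314) than from IVG (305), with the sign reversed without IVG replicate 3, IVG-NT replicate 1 or IVG-NT replicate 2. The paper gives Sohlh2 as significantly higher in IVG than in IVV, by FPKM. The direction was the same here, with a log2 fold change of 1.52 and 5.22 FPKM in IVG against 1.98 in IVV. Each IVG library lay above each IVV library by normalized CPM (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Sohlh2 was not a DEG in any setting run, but those tests use counts. The paper's test of FPKM was not repeated, so these results do not contradict its call. The paper's text gives Zp1 as intermediate in IVG-NT. Its FPKM here was lower in IVG-NT (395) than in IVV (430), an order that the paper's own Fig. 3 also shows. By normalized CPM, Zp1 was intermediate in IVG-NT here too, with 834 in IVV, 865 in IVG-NT and 889 in IVG.

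The paper counts the ribosome and oxidative phosphorylation among the pathways raised in IVG against IVV, whereas the genes of these lists were lower in IVG here, with medians of -1.29 for ribosomal proteins and -1.31 for nuclear genes of oxidative phosphorylation, in every setting run. It names neuroactive ligand-receptor interaction as lowered in IVG and, with calcium signaling and ECM-receptor interaction, among those raised by NT-4 on day 6; none of these lists was called here, with medians of -0.32 in IVG and of 0.02, -0.01 and 0.19 on day 6. Base excision repair, which the paper gives as lowered by NT-4 on day 6, had a median of 0; it was negative without IVG-NT day 6 replicate 3 (-0.45) or IVG day 6 replicate 2 (-0.07), and not in the other settings run.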

Other observations

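The counts of splits for the numbers of genes after adjustment, for gene lists, for the interaction and for the activator and phenotype sets, the tests of transcript length for the library kinds, of unequal kinds for the ribosomal protein genes and of 1 library as the cause for the olfactory receptor genes, and the settings with the kind of library were chosen only after the result was seen.

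The 15 libraries fall into 9 rRNA-rich and 6 rRNA-poor ones. With the group in the design, 4983 of 21009 genes differed between the kinds after Benjamini-Hochberg adjustment (edgeR's quasi-likelihood test, 1767 higher and 3216 lower in the rRNA-rich libraries), and the common dispersion was 1.56 without and 1.13 with the kind. The log2 difference between the kinds correlated with transcript length (Spearman 0.495 over 20977 genes, 99.8% of those tested, and 0.197 to 0.493 within the groups); the median difference was -2.63 in the tenth of genes with the shortest transcripts, around 458 bases, and 1.15 in that with the longest, around 7754 bases. GC content is excluded as the cause, since its correlation was 0.00128 (-0.0769 to 0.0483 within the groups). Transcript length may stand for RNA integrity, priming or amplification, but the correlation of 0.495 does not decide whether length is the cause, and the kinds cannot be told apart from a difference between the replicated experiments or between batches of library preparation, since the kind follows the replicate number in the in vitro groups. No biological explanation was tested, since each group holds both kinds.

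IVV has 1 rRNA-rich library and each in vitro group 2. The values argue against this imbalance as the whole cause of the DEGs against IVV, but do not exclude it. The shares compared next are weak evidence, since a fit without the kind less readily calls genes that differ between the kinds. Of the DEGs, 52.2% for IVG and 53.4% for IVG-NT lay on the side of the kind effect measured in the day 6 libraries, fewer than the 61.0% and 60.0% of the other genes, and with the kind as a covariate 397 of 579 (68.6%) and 481 of 691 (69.6%) were called again. Among rRNA-rich libraries only, where IVV has 1 library, 147 of 579 and 140 of 691 were called again, so for most single genes an effect of the kind stays open.

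Other splits of the same libraries gave results as large for most counts, and 10 splits are too few to exclude chance in a comparison of 3 libraries with 3. With 3 libraries against 3 there are 10 splits, of which, the real split counted each time, 2 gave as many DEGs as IVG against IVV, 2 as many as IVG-NT against IVV, 7 as many as IVG-NT against IVG and 5 as many as on day 6. The number of genes after adjustment decides nothing here, since it is 0 and all 10 of 10 splits give at least 0 in each of the 4 comparisons; on day 6 another split gave up to 97. For the gene lists, 9, 7, 10 and 7 splits gave as many gene lists as the 3, 4, 1 and 1 called in these comparisons. In the comparisons with IVV the split with more DEGs is the one that parts rRNA-rich from rRNA-poor libraries, with 3252 and 3583 DEGs, where the real split, with 579 and 691, gave the most of the 9 others, the remaining 8 giving 246 to 382 and 284 to 441. Between IVG-NT and IVG the 4 splits that divide the kinds unequally gave 1321 to 1580 DEGs and the 6 others 198 to 324. On day 6 these were 3390 to 4655 and 1706 to 2430, so the real split gave the most of the 6 splits that divide the kinds equally. Of the 4 splits that part all 3 equally numbered pairs of IVG-NT and IVG, the real one included, 2 gave at least 261 DEGs, the real split and 1 other (198 to 267 over the 4).

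For the improve set, 11 of 20 assignments of the IVG and IVG-NT labels to splits gave as many genes. Of 50 random splits of the 9 libraries, the real one included, 16 gave as many genes shared higher against IVV, 12 as many shared higher against IVG-NT and 45 as many shared lower against IVG-NT. For the genes shared lower than IVV, 1 of 50 splits, the real one, gave as many, which is the fewest that 50 splits can give. This does not exclude a random grouping, since many counts were examined in the same way without an allowance for their number. Another split came close, the splits do not hold the kind of library fixed, and the 129 genes became 36 to 42 without any 1 of IVG replicates 1 and 2 and IVG-NT replicates 1 and 2, 75 without IVV replicate 3 and 76 without IVG-NT replicate 3, so an effect of single libraries or of the kind stays open. Of 50 splits within the days, 37 gave as many sustainer genes, 29 as many activator genes and 32 as many phenotype genes. For the interaction all 50 splits give at least the real 0 genes, which decides nothing, and other splits gave up to 168.

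IVG-NT day 6 replicates 1 and 2 had the fewest genes with a count. Sequencing depth is excluded as the cause, since after all libraries were thinned to 4170984 counts without the rRNA gene they had 13337 and 10824 genes and the lowest of the other rRNA-rich libraries had 14681 (IVG day 6 replicate 2). RNA from granulosa, theca or macrophage cells stays open. The median of the granulosa markers in these 2 libraries against IVG day 6 replicates 1 and 2 lay at percentile 92.2 of random lists, that of theca and stroma at 44.0, that of macrophages at 39.5 and that of the oocyte markers at 92.8. The granulosa markers summed to 284 and 1336 CPM in these 2 libraries and to 435 to 980 CPM in the other 4 of day 6. A loss of oocyte RNA by the state of the follicles or by handling could not be separated in 2 libraries.

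The ribosomal protein genes were lower in IVG than in IVV. The unequal kinds were examined in pairs of libraries of the same kind. Both rRNA-rich pairs use IVV replicate 3 and both rRNA-poor pairs use IVG replicate 3, so a deviation of these libraries stays open. The pairs argue against the kinds as the whole cause without excluding it. The medians relative to all genes were -0.80 and -0.75 in the rRNA-rich and -0.50 and -0.52 in the rRNA-poor pairs. These are nearer 0 than the -1.29 over all libraries, with all genes at -0.20, and without IVG replicate 3, the rRNA-poor library of IVG, the median was -2.66, so the kinds stay open as a part of it. Transcript length is excluded as the whole cause: random lists matched on length and expression had a median of -0.66 (-1.07 to -0.31), against -1.28 for the 84 genes matched. Reads shared with pseudogenes are excluded, since the 147 annotated ribosomal protein pseudogenes were lower too (-0.56, 69.4% of them lower), with a median of 84.7 counts per library against 5026 for the genes. For IVG-NT against IVV the ribosomal median was -1.01 (camera, adjusted p = 3.57e-12) and that of nuclear oxidative phosphorylation -0.88 (adjusted p = 1.54e-06), and the latter became -0.41 (adjusted p = 0.0850) without IVG-NT replicate 2 and -3.48 without IVG-NT replicate 3. With any 1 library of these 2 groups left out, the ribosomal median for IVG-NT against IVV ranged from -2.67 to -0.57. Growth in vitro may lower the RNA of ribosomal proteins, a hypothesis that -0.50 as the smallest of the pairwise medians leaves open, as it does a difference in RNA quality between oocytes grown in vivo and in vitro.

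The olfactory receptor genes, higher in IVG-NT day 6, had a median of 19.7 counts per library. Low counts alone are excluded, since the median lay at percentile 100 of random lists matched on expression (-1.36 to 1.13). The result rests on 2 libraries: the median was -0.19 without IVG-NT day 6 replicate 1 and 0.46 (adjusted p = 0.0634) without IVG-NT day 6 replicate 2. The signal may come from the libraries of IVG-NT day 6 with few genes detected and not from NT-4, and the value of -0.19 leaves both open.

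Among the marker lists, IVG-NT was lower than IVV for theca and stroma (10 genes, median -2.93, camera adjusted p = 0.00955, 10% of genes higher) and for macrophages (13 genes, -1.40, adjusted p = 0.0279, 15.4% higher). Over the settings with a whole-group comparison the adjusted p was 0.00361 to 0.0734 for theca and stroma and 0.0279 to 0.0970 for macrophages. The call for theca and stroma was lost without IVG-NT replicate 3 (-3.02, adjusted p = 0.1004), with the replicate block (-3.91) and among rRNA-rich libraries only (-1.17). The call for macrophages was lost without IVV replicate 2 (-1.45), IVG-NT replicate 1 (-1.30) or IVG-NT replicate 2 (-1.23), with the replicate block (-3.07), the covariate (-2.18) and rRNA-rich libraries only (-0.18), and its median was -5.998 without IVG-NT replicate 3. The other comparisons of these lists were not called: granulosa -0.52, -0.69, -0.19 and -0.02, and oocyte markers -0.34, -0.13, 0.01 and -0.18, for IVG against IVV, IVG-NT against IVV, IVG-NT against IVG and day 6. Theca and stroma had -0.09 for IVG against IVV, -1.59 for IVG-NT against IVG (camera, adjusted p = 0.118) and 0.21 on day 6. Macrophages had -0.82, -1.01 (camera, adjusted p = 0.118) and, in the opposite direction, 1.48 on day 6. For IVG against IVV the median was 0.01 for base excision repair, -0.26 for ECM-receptor interaction and -0.28 for olfactory receptors.

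Of the genes measured by qRT-PCR in the paper, Ntrk2 had 8.16 ± 12.4 normalized CPM (SD, n = 3) in IVV and 1.14 ± 0.480 in IVG, with 371 counts in IVV replicate 3 and 30 and 67 in the others; its log2 fold change was -2.83 (standard error 1.95) and 0.19 without IVV replicate 3. Cacna1s had 81 counts in IVV replicate 3 and 0 in the other IVV and IVG libraries; it was a DEG by the unadjusted threshold, but not by edgeR's exact test, with only the 2 groups in the fit or without any 1 of the IVG libraries or IVV replicate 3. Against IVV, IVG had log2 fold changes of -1.23 for Orai1, -0.90 for Prkaca, -0.80 for Rac1 and -1.35 for Arf6, and IVG-NT -0.27 for Rac1 and -0.47 for Arf6. Each adjusted p was 1 in edgeR's quasi-likelihood test. With any 1 library left out, IVG against IVV ranged from -2.33 to -0.85 for Orai1 and from -1.19 to -0.14 for Prkaca. The ranges were -1.67 to -0.51 for Rac1 and -1.68 to -0.44 for Arf6.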
